# The mosquito effect: regulatory and effector T cells acquire cytoplasmic material from tumor cells through intercellular transfer

**DOI:** 10.3389/fimmu.2023.1272918

**Published:** 2023-12-20

**Authors:** Kaito A. Hioki, Daniel J. Ryan, Iris Thesmar, Adam C. Lynch, Leonid A. Pobezinsky, Elena L. Pobezinskaya

**Keywords:** intercellular transfer, tumor, Tregs, CD8 T cells, cytoplasm, exhaustion

## Abstract

The phenomenon of intercellular transfer of cellular material, including membranes, cytoplasm, and even organelles, has been observed for decades. The functional impact and molecular mechanisms of such transfer in the immune system remain largely elusive due to the absence of a robust *in vivo* model. Here, we introduce a new tumor mouse model, where tumor cells express the soluble ultra-bright fluorescent protein ZsGreen, which allows detection and measurement of intercellular transfer of cytoplasm from tumor cells to infiltrating immune cells. We found that in addition to various types of myeloid lineage cells, a large fraction of T regulatory cells and effector CD8 T cells acquire tumor material. Based on the distribution of tumor-derived ZsGreen, the majority of T cells integrate captured cytoplasm into their own, while most myeloid cells store tumor material in granules. Furthermore, scRNA-seq analysis revealed significant alterations in transcriptomes of T cells that acquired tumor cell cytoplasm, suggesting potential impact on T cell function. We identified that the participation of T cells in intercellular transfer requires cell-cell contact and is strictly dependent on the activation status of T lymphocytes. Finally, we propose to name the described phenomenon of intercellular transfer for tumor infiltrating T cells the “mosquito effect”.

## Introduction

The immune system is composed of numerous cell types that either constantly circulate through various tissues or form tissue-resident pools, thereby providing surveillance and protection against possible pathogens as well as contributing to tissue homeostasis. Communication of immune cells between themselves and with non-immune cells is essential for the function of the immune system. In addition to conventional ways of communication through soluble factors or direct cell-cell contact through classical receptor-ligand interactions, many immune cells participate in a very peculiar process of interaction: the intercellular transfer of cellular material. The transfer can occur through trogocytosis, extracellular vesicles or nanotubes (1–6).

Trogocytosis, which is defined as an exchange of membrane components between cells through nibbling, was the first example of material sharing reported in the literature (7–10) and since has likely been the most well-documented transfer phenomenon. It has now been demonstrated that many surface proteins, including major histocompatibility complex (MHC) molecules, costimulatory and adhesion molecules, and inhibitory ligands, can be transferred between various cells (11–16), resulting in different outcomes. For example, the transfer of MHC class I/peptide complexes to dendritic cells, termed cross-dressing, was shown to increase antigen-presentation (17–19). Splenic marginal zone B cells, which are otherwise considered to be poor antigen presenters to T cells, also acquire this function by obtaining peptide/MHC class II complexes from surrounding dendritic cells (20). On the other hand, exchange of natural killer (NK) activating receptors and their ligands between NK cells and target cells was shown to decrease cytotoxicity of NK cells and even lead to NK cell death (21, 22). Likewise, capture of CD80/CD86 molecules from antigen-presenting cells by CTLA-4 on T cells followed by CTLA-4 endocytosis and degradation down-regulates immune responses (23). Interestingly, small GTPases were implicated in the regulation of trogocytosis where T cell receptors (TCR) bound to peptide/MHC complexes are internalized by T cells during immunological synapse formation (24).

Cell-to-cell communication through extracellular vesicles, mostly exosomes, has gained much attention in the last 20 years. Exosomes can transfer bioactive molecules, thereby modulating immune responses (25, 26). Antigen-presenting cells (APCs) can uptake exosomes containing MHC/peptide complexes and present those antigens to T cells (27–29). Transfer of genetic information, including miRNAs, between immune cells via exosomes was first demonstrated by Valadi et al. (30) and later confirmed in many other studies (31–34). T cells were recently shown to elongate their telomeres by accepting telomere-containing vesicles from APCs during synapse formation, and as a result diverting their fate from senescence to long-lived memory (35).

Interestingly, immune cells have been recently shown to utilize intercellular transfer as a mechanism of controlling tissue homeostasis. For example, macrophages can uptake mitochondria from adipocytes, which allows them to regulate metabolic homeostasis in white adipose tissue (36). Acquisition of CD14, a component of the LPS receptor, by human liver CD8 T cells from surrounding myeloid cells, endows CD8 cells with immunomodulatory properties under steady state (37).

Our knowledge of intercellular transfer mostly comes from *in vitro* systems, and those studies are usually focused on specific cell types. In the past decade, more publications appeared that use reliable *in vivo* models to demonstrate intercellular transfer. However, to what extent different immune cells in the same spatiotemporal settings can participate in this process still remains unclear. Therefore, we chose to analyze the tumor microenvironment (TME) in mice as a special niche that consists of diverse immune cell types, with the goal to obtain an unbiased view of the intercellular transfer capabilities among tumor infiltrating lymphocytes (TILs). Here we report that although all immune subsets within the TME acquire tumor material, the degree of transfer varies between cell types. We show that within the lymphoid lineage compartment, antigen-experienced T cells are the most active participants in intercellular transfer of tumor cell cytoplasm. We also demonstrate that T cells which acquired tumor material may have different metabolic status and immune functions compared to T cells that did not participate in intercellular transfer. Since such transfer requires cell-cell interaction, we propose to call this phenomenon the “mosquito effect”.

## Results

### Different immune cell populations acquire tumor material within TME

To assess intercellular transfer from tumor cells to the tumor-infiltrating immune cells *in vivo*, we generated a B16-F10 melanoma cell line that expresses a cytoplasmic ultra-bright fluorescent protein, ZsGreen (ZsG) under the control of doxycycline (dox) (38). Cells were single cell cloned and a B16^ZsG^ clone with the brightest fluorescence was used in subsequent experiments (**Supplementary Figures 1A, B**). B16^ZsG^ cells were subcutaneously (sc) injected into wild-type C57BL/6 mice. Expression of ZsG was induced by giving mice dox-containing water for four days, after which TILs were isolated from tumors on day 8 post-inoculation (**Figure 1A**, left). Examination of TILs by flow cytometry revealed that the majority of CD45-positive cells acquired ZsG-fluorescence from tumors (**Figure 1A**, right). 

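CD45 is carried by immune cells and not by melanoma cells, so a sort on CD45 set infiltrating immune cells apart from tumor cells, and ZsG in a CD45-positive cell marked material made by the tumor. Each of the 2 ZsG gates gave 1 droplet library and no replicates, so a difference between the gates was a difference between 2 libraries, and no spread between mice was measured. Values are given with 95% intervals that cover counting error only (exact Poisson for sums of counts, exact binomial for shares of cells, and the exact conditional interval for ratios). Levels of a gene are given as CPM, its UMI counts per 1000000 UMIs of the same cells, and a log2 ratio is ZsG-positive over ZsG-negative throughout, so that 1.00 is a doubling. The unit of the deposited matrix was the unique molecular identifier (UMI), which stands for a captured RNA molecule, and the authors had combined both libraries with Cell Ranger. The ZsG-negative library held 5437 cell barcodes and 47537541 UMIs (median 5284 UMIs and 1807 genes per barcode), and the ZsG-positive library held 5168 barcodes and 56510578 UMIs (median 8520.5 UMIs and 2458 genes). Cells with 1000 to 6000 detected genes and less than 10% mitochondrial UMIs were kept, the limits given in the paper's methods, which left 4698 ZsG-negative and 4123 ZsG-positive cells with medians of 5769.5 and 9928 UMIs. The paper's text does not name the number of principal components or the cluster resolution for these cells. Clustering here used 20 components and a resolution of 0.8.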

To identify immune cell types that are susceptible to intercellular transfer, we sorted ZsG-negative and ZsG-positive cells from total CD45+ TILs from B16^ZsG^ tumors and performed single-cell RNA sequencing (scRNA-seq) on both populations. 

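The 8821 kept cells were clustered, each cluster was named by the share of a class's marker genes that it raised, and the names are written with "-like" since they rest on transcripts alone. NK cell/ILC-like clusters were led by *Ncr1*, by *Klra8* and by *Gzmc* and held 2543 ZsG-negative and 114 ZsG-positive cells. T cell-like clusters were led by *Nsg2*, by *Cd8a* and by *Slamf1* (1537 and 217 cells), and the B cell-like cluster by *Cd79a* (39 and 1 cells). Monocyte/macrophage-like clusters were led by *Ms4a7* and *C1qa* (1 and 1691 cells), *Dmkn* and *Vcan* (58 and 694), *Nos2*, *Mmp12* and the heat shock gene *Hspa1b* (3 and 488), and *Hpgd* and *Adgre4* (193 and 32), and a cycling cluster led by *Cadm1* had 315 cells, all ZsG-positive. A cluster that comes almost wholly from 1 library may reflect that library as well as a cell type. Dendritic cells were clustered again on their own, which gave DC1-like cells led by *Xcr1* (27 and 76), DC2-like cells led by *Ifitm1* and *Ffar2* (7 and 191), *Ccr7*-positive DC-like cells led by *Fscn1* (12 and 49) and pDC-like cells led by *Klk1* and by *Xkrx* (200 and 22). Of the DC clusters, those led by *Hpgd* with *Cd209a* and by *Cyp7b1* with *Apod* met no name (75 and 67 cells), and a cluster led by *C1qc* and *Ccl7* joined the monocyte/macrophage-like class (3 and 166 cells). Scrublet called 0 doublets among the 8821 cells, less than the 0.5% below which the call was taken as void, so no doublets were removed.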

Cells were clustered based on the expression of cell type-specific genes (**Supplementary Figure 2A**), then assigned to 7 TIL populations and projected on a UMAP (Uniform Manifold Approximation and Projection) plot (**Figure 1B**). The ZsG-negative sample was enriched in lymphoid lineage cells, while the ZsG-positive sample mostly contained myeloid cells, accounting for more than 90% of the group. 

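Of the kept cells, lymphoid classes made up 87.7% (86.7 to 88.6) of the ZsG-negative library and 8.05% (7.24 to 8.93) of the ZsG-positive library, and myeloid classes 12.3% (11.4 to 13.3) and 91.9% (91.1 to 92.8), a log2 ratio of 2.90 (2.77 to 3.03) for myeloid cells. NK cell/ILC-like cells fell from 54.1% (52.7 to 55.6) to 2.76% (2.29 to 3.31), a log2 ratio of -4.29 (-4.57 to -4.02), and T cell-like cells from 32.7% (31.4 to 34.1) to 5.26% (4.60 to 5.99), a log2 ratio of -2.64 (-2.85 to -2.43). When the T cell-like cells were clustered again, 103 of the 217 ZsG-positive ones lay in macrophage-led clusters. Without clusters of other lineages, 1376 of the 1537 ZsG-negative and 114 of the 217 ZsG-positive cells were left. The T cell-like shares, most of all the ZsG-positive one, are thus upper values. The ZsG gate set all these shares, which describe the sorted fractions and not the whole tumor. The choice that moved the myeloid share most was a stricter naming rule added after the clusters were seen: with 60% of a class's markers required, the share was 83.5%, because clusters of this class then had no name.

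**Figure D1:**
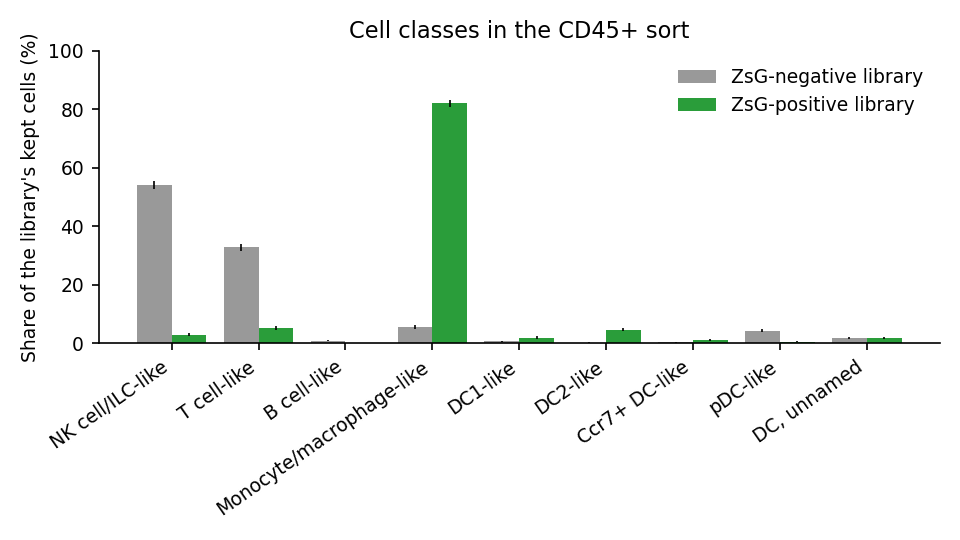
Share of each cell class in percent of the kept cells of its library (vertical axis) in the ZsG-negative (gray, 4698 cells) and ZsG-positive (green, 4123 cells) library of the CD45-positive sort, 1 library per bar. Error bars are exact binomial 95% intervals, which cover counting error only. NK cell/ILC-like and T cell-like cells held most of the ZsG-negative library, and monocyte/macrophage-like cells held most of the ZsG-positive library.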

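Monocyte/macrophage-like cells were 5.49% (4.86 to 6.18) of the ZsG-negative and 82.1% (80.9 to 83.3) of the ZsG-positive cells (log2 ratio 3.90, 3.72 to 4.09). In the ZsG-negative library most of them lay in the cluster led by *Hpgd* and *Adgre4*, whereas the cluster led by *Ms4a7* and *C1qa* was the largest in the ZsG-positive library. DC2-like cells were 0.149% (0.0599 to 0.307) and 4.63% (4.01 to 5.32), a log2 ratio of 4.96 (3.89 to 6.29), DC1-like cells 0.575% (0.379 to 0.835) and 1.84% (1.46 to 2.30), a log2 ratio of 1.68 (1.03 to 2.37), and *Ccr7*-positive DC-like cells 0.255% (0.132 to 0.446) and 1.19% (0.880 to 1.57), a log2 ratio of 2.22 (1.29 to 3.26). The DC clusters without a name had a log2 ratio of 0.03 (-0.47 to 0.52). pDC-like cells were 4.26% (3.70 to 4.87) of the ZsG-negative and 0.534% (0.335 to 0.807) of the ZsG-positive cells (log2 ratio -3.00, -3.70 to -2.36). At a mitochondrial limit of 5% in place of 10%, with the kept cells clustered and named anew, 41 ZsG-negative and 46 ZsG-positive cells were pDC-like (log2 ratio -0.01, -0.65 to 0.64), while cells with at least 3 *Siglech* UMIs, a pDC gene, still fell at that limit, from 39 of 3283 to 21 of 3703 cells (log2 ratio -1.07, -1.91 to -0.27).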

Among myeloid lineage cells, the vast majority of monocyte/macrophage-like cells and conventional dendritic cells (DC2 and most of DC1) were ZsG-positive, while plasmacytoid DCs (pDC), a small portion of DC1 cells and a small portion of monocytes/macrophages appeared ZsG-negative. 

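The 258 ZsG-negative and 3386 ZsG-positive monocyte/macrophage-like cells were clustered again at a resolution of 0.5, after leaving the genes named in the paper and the genes of the monocyte and macrophage signatures out of the variable genes, so that these genes did not define the subsets. This gave 8 subsets, each with its leading genes and its ZsG-negative and ZsG-positive cells: subset 1 (*Dmkn*, *Chil3* and *Vcan*, 43 and 611 cells), subset 2 (*Rhov* and *Hilpda*, with the heat shock gene *Hspa1b*, 2 and 491) and subset 4 (*Hpgd*, *Treml4* and *Ace*, 193 and 35). Subset 0 (*Phlda3* and *Ms4a7*, 1630 cells) and subset 3 (cell cycle genes *Pclaf* and *Top2a*, 249 cells) came from the ZsG-positive library alone. The remaining 3 were led by genes of other lineages: subset 5 (*Gzma* and *Trbc2*, 17 and 205), subset 6 (*Ccl17* and *Xcr1*, 3 and 147) and subset 7 (*Fscn1* and *Ccr7*, 18 cells, all ZsG-positive). Between 20.7% and 38.9% of their cells had a doublet score in the top 5% of their library, against at most 6.43% in the other subsets. Leaving them out left 238 and 3016 cells. A resolution of 0.3 gave 7 subsets.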

To define monocyte/macrophage subpopulations more accurately, we further re-clustered the monocyte/macrophage group into 7 subsets (**Figure 1C**; **Supplementary Figure 2B**). Cells in clusters 0,1, 5 and 6 were characterized by the expression of monocytic markers, while clusters 2, 3 and 4 expressed a stronger macrophage signature (**Figure 1D**; **Supplementary Figure 2C**). Moreover, macrophage clusters 2-4 were characterized by genes associated with immunosuppression, such as *Trem2*, *Arg1*, and *Vegfa*, while cells in monocyte-like clusters 0,1 and 6 expressed pro-inflammatory genes, including *Ifit1*, *Ifit2*, *Ifit3*, *Nos2*, *Cxcl9*, and *Cxcl10* and genes from the MHC class II presentation pathway, such as *H2-Aa*, *H2-Ea*, *Cd74*, and *H2-DM*. 

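Each subset was scored by the mean log-normalized level of 17 macrophage genes minus that of 15 monocyte genes. The difference was -1.23 in subset 4 and -1.11 in subset 1, the monocyte side, and 0.06 in subset 0, 0.11 in subset 2 and 0.35 in cycling subset 3, the macrophage side. The cells differed in depth, with median UMIs of 7883, 6680.5, 11415.5, 6882 and 22008 in the same order.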

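UMIs were summed over the monocyte side (subsets 1 and 4) and the macrophage side (subsets 0, 2 and 3) and scaled to CPM. Coordinates are GRCm38 from GENCODE vM21, 1-based. On the macrophage side over the monocyte side, the log2 ratio was 2.05 (1.88 to 2.22) for *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147), 4.35 (4.05 to 4.68) for *Arg1* (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) and 0.51 (0.30 to 0.74) for *Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369). *Trem2* is 1 of the 17 macrophage genes whose score set the sides, so its direction was partly built in. *Arg1* and *Vegfa* are not in that score. The monocyte side includes subset 4, which had the most *Cx3cr1*, while the paper's list is for its other monocyte-like clusters. Of the 10 genes tested from this list, 5 were higher on the monocyte side: *Ifit1* (ENSMUSG00000034459, chromosome 19, 34640871 to 34650009) at -0.16 (-0.27 to -0.06), *Ifit2* (ENSMUSG00000045932, chromosome 19, 34550694 to 34576419) at -0.50 (-0.58 to -0.41), *Ifit3* (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) at -0.31 (-0.40 to -0.22), *Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) at -0.21 (-0.24 to -0.19) and *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) at -1.70 (-1.72 to -1.68). The other 5 were higher on the macrophage side: *Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) at 2.49 (2.07 to 2.95), *H2-Aa* (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) at 1.71 (1.68 to 1.74), *Cd74* (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) at 1.22 (1.205 to 1.24), *H2-DMa* (ENSMUSG00000037649, chromosome 17, 34119541 to 34139101) at 0.15 (0.10 to 0.20) and *H2-DMb1* (ENSMUSG00000079547, chromosome 17, 34153072 to 34160230) at 0.69 (0.63 to 0.75). With subset 1 alone as the monocyte side, a comparison added after these values were seen, *H2-DMa* turned to -0.14 (-0.19 to -0.09), *Vegfa* was at 0.08 (-0.14 to 0.30) and the other genes kept their direction. Without subset 2 on the macrophage side, also added later, *Vegfa* turned to -0.81 (-1.06 to -0.56), with 17.3 CPM against 30.3 on the monocyte side, and the other genes kept their direction. *H2-Ea* was not analysed here. Within the sides, subset 2 had the highest level of *Arg1* (874 CPM), *Vegfa* (219.7), *Nos2* (222), *Ifit1* (388), *Ifit2* (525) and *Ifit3* (404), and subset 0 of *Cd74* (9875) and *H2-Aa* (4509).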

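*Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) was at 182 CPM (165 to 200.2) in ZsG-negative and 24.1 (22.7 to 25.7) in ZsG-positive monocyte/macrophage-like cells. Because the cells differed in depth (medians 8322.5 and 10177 UMIs), each was also thinned to 3000 UMIs, with 3 and 42 cells below that depth left out. A *Cx3cr1* UMI was then found in 38.8% (32.8 to 45.1) and 4.43% (3.75 to 5.18) of cells, and without thinning in 60.9% and 10.8%. In NK cell/ILC-like cells (median 4568 UMIs), the share was 0.897% after thinning, with 317 cells left out, and 1.204% before. Among the subsets the level was highest in subset 4, at 227 CPM (206 to 251), with a UMI in 42.9% (36.3 to 49.6) of thinned cells (69.7% unthinned), against 3.54% in subset 1. No alternative reversed the difference between the libraries.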

Cluster 5 in the ZsG-negative group had a high expression of *Cx3cr1* (**Supplementary Figure 2D**), which has been previously shown to be expressed by non-classical blood monocytes (39, 40). During homeostasis, Cx3cr1^hi^ monocytes patrol vasculature for damaged endothelial cells; however, during inflammation they can extravasate into tissues. Thus, cluster 5 cells may represent newcomers from blood that have not participated in intercellular transfer yet, and therefore appear to be ZsG-negative. 

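From the *Cx3cr1* level and from where these cells were sorted, the paper proposes that they had come from blood too recently to hold tumor material. Subset 4 made up 74.8% (69.0 to 79.98) of the ZsG-negative and 1.03% (0.721 to 1.43) of the ZsG-positive monocyte/macrophage-like cells, and 84.6% of its cells came from the ZsG-negative library. Tumor transcripts, counted as the summed CPM of 15 melanocyte genes, were at 6.23 (2.99 to 11.5) in ZsG-negative subset 4 cells and at 8.11 (1.67 to 23.7) in ZsG-negative subset 1 cells, against 12.7 (9.57 to 16.6) in ZsG-positive subset 1 cells and 52.5 (49.4 to 55.7) in subset 0. Within subset 4 the ZsG-positive level was no higher, at 5.06 (0.128 to 28.2), from 1 UMI. Because the list holds genes also found in NK cell/ILC-like cells, 5 pigment genes were counted alone. In ZsG-negative cells they were at 1.25 CPM (0.15 to 4.50) in subset 4, from 2 UMIs, and 0 (0 to 9.97) in subset 1. In ZsG-positive cells they were at 4.72 (2.88 to 7.29) in subset 1, 27.2 (25.0 to 29.6) in subset 0 and 0 (0 to 18.7) in subset 4. How long any cell had been in the tumor was not measured.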

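T cell-like cells of the CD45 sort were clustered again. In the ZsG-positive library, 103 of the 217 fell into clusters led by macrophage genes (*C1qa* and *Ccl8*, or *Chil3* and *Lyz2*), a share of 47.5% (40.7 to 54.3), against 19 of 1537 in the ZsG-negative library (1.24%, 0.746 to 1.92). CD8-Tex-like clusters held 88 and 498 cells, a share of 40.6% (34.0 to 47.4) and 32.4% (30.1 to 34.8). Each other subset had at most 12 ZsG-positive cells.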

Of note, the low number of lymphocytes, especially T cells, in ZsG-positive group was insufficient for further analysis of lymphoid populations. 

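Among ZsG-positive monocyte/macrophage-like cells, monocyte-side subset 1 was 18.04% (16.8 to 19.4), and on the macrophage side subset 0 was 48.1% (46.4 to 49.8), subset 2 was 14.5% (13.3 to 15.7) and cycling subset 3 was 7.35% (6.50 to 8.29). Subset 1 was 16.7% (12.3 to 21.8) of the ZsG-negative cells, and subset 2 was 0.775% (0.0940 to 2.77). Conventional DC-like cells together were 0.979% (0.718 to 1.30) of all kept ZsG-negative and 7.66% (6.87 to 8.52) of all kept ZsG-positive cells, a log2 ratio of 2.97 (2.52 to 3.45). These shares describe which cells each gate held.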

In sum, with the exception of pDCs, the majority of myeloid cells are capable of acquiring tumor material regardless of their immunosuppressive or pro-inflammatory status.

**Figure 1:**
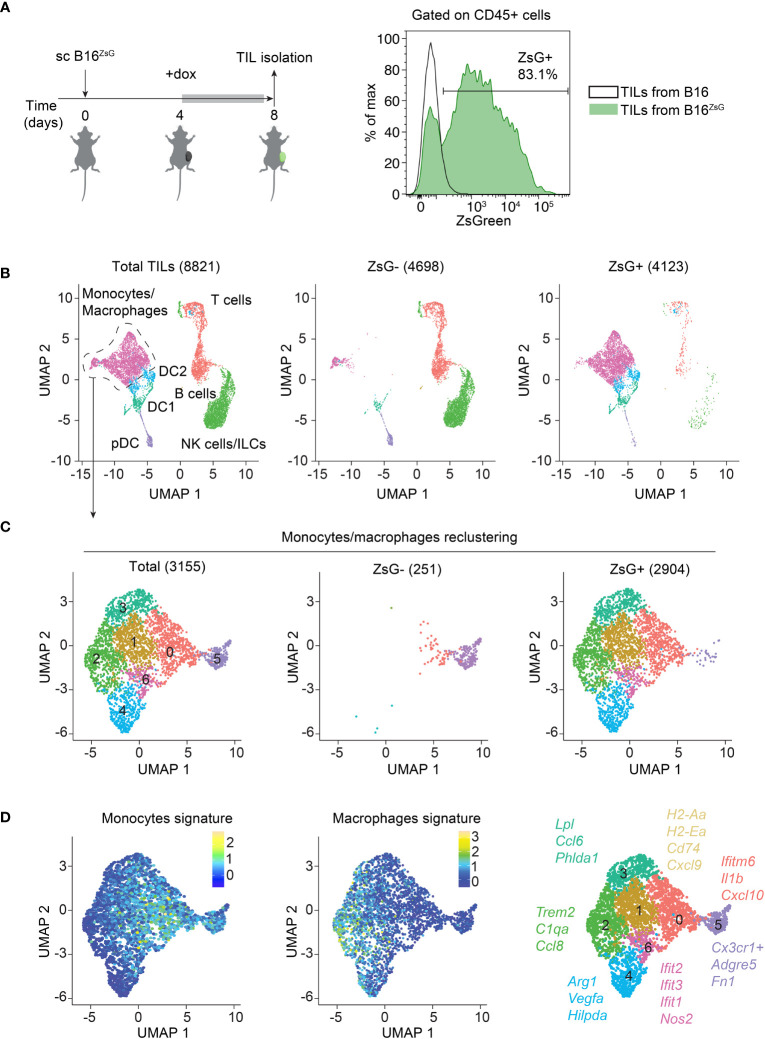
The majority of immune cells acquire tumor material within the TME. **(A)** Experimental design, and representative flow cytometry analysis of ZsG fluorescence in CD45+ TILs isolated from B16 and B16^ZsG^ tumors. **(B–D)** Total CD45+ TIL scRNA-seq data analyses. **(B)** UMAP visualization of scRNA-seq data from total (left), ZsG- (middle) and ZsG+ (right) TILs from B16^ZsG^ tumors. The number of analyzed single cells are indicated in parenthesis. **(C)** UMAP plots of re-clustered monocytes/macrophages. **(D)** UMAP plots of monocyte (left) and macrophage (middle) signatures in re-clustered monocytes/macrophages with key marker genes in each cluster (right).

To validate the data obtained by scRNA-seq and to compare intercellular transfer efficiency between different cell types including lymphocytes, we analyzed TILs from a B16^ZsG^ tumor by multicolor flow cytometry using the Cytek Aurora instrument. First, we defined 12 populations based on the surface expression of lineage-specific markers (**Supplementary Figure 3A**). We then visualized the distribution of TIL populations on a UMAP plot (**Figure 2A**). Next, we assessed the intensity of ZsG fluorescence among different populations. Projection of ZsG intensity on UMAP clusters and individual comparison of the populations revealed that myeloid cells with phagocytic activity including monocytes, macrophages and conventional DCs (DC1 and DC2) had the highest level of ZsG fluorescence (**Figure 2B**), while pDCs and neutrophils were less bright. Surprisingly, we detected significant acquisition of tumor-derived ZsG within the lymphoid compartment, although with lesser fluorescence intensity than in most myeloid populations. Among the lymphoid lineage cells, CD4 and CD8 T lymphocytes demonstrated the highest ZsG fluorescence, while γδ T cells, NK and NKT cells had medium to low fluorescence, and B cells exhibited the least amount of transfer in B16^ZsG^ tumors (**Figure 2B**). For a better visualization of transfer in T cells the data are shown as contour flow plots (**Figure 2C**). Interestingly, CD4 T cells had significantly higher ZsG-signal than CD8 lymphocytes (**Figures 2B–D**). Similar results were obtained with a MC38^ZsG^ adenocarcinoma tumor model, indicating that the acquisition of tumor material by immune cells is not specific to the B16 melanoma tumor model (**Supplementary Figures 3B, C**). To ensure that intercellular transfer in T cells was not an artifact of sample preparation, we injected intratumorally “spike” CD45.1+ polyclonal CD8 cytotoxic T lymphocytes (CTLs) into B16^ZsG^-bearing congenic CD45.2 mice, immediately harvested tumors and isolated TILs for analysis. We found no evidence of non-specific transfer of ZsG into CD45.1 CTLs in comparison to endogenous CD45.2 CD8 T cells (**Figure 2E**). Similar results were obtained with “spike” injection of activated polyclonal CD4 T cells (**Supplementary Figure 3D**). Overall, our data demonstrate that the vast majority of immune cells have the ability to obtain tumor cytoplasmic material; however, the level of transfer varies between different cell types.

**Figure 2:**
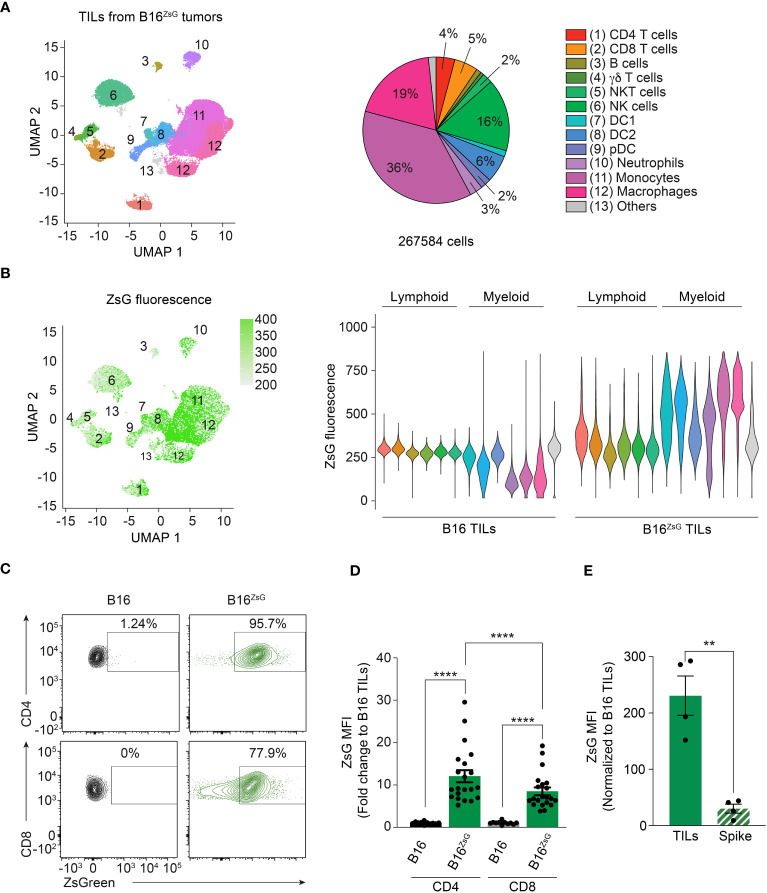
CD4 and CD8 T cells participate in the intracellular transfer. **(A)** UMAP visualization of flow cytometry data with a pie chart representation of TIL population abundance in B16^ZsG^ tumors. **(B)** UMAP plot (left) and violin plots (right) of ZsG intensity in each population from B16 and B16^ZsG^ tumors. **(C)** Representative flow cytometry analysis showing ZsG transfer into CD4 and CD8 T cells from B16^ZsG^ tumors. **(D)** Summary graph of ZsG MFI in CD4 and CD8 TILs from B16^ZsG^ tumors presented as a fold change relative to B16 tumors. **(E)** Summary graph of ZsG MFI in intratumorally injected CD45.1 “spike” CD8 T cells in comparison to endogenous CD45.2 CD8 TILs from B16^ZsG^ tumors. **(D, E)** Mean ± s.e.m, Mann-Whitney U test between B16 TILs and B16^ZsG^ TILs and Wilcoxon test between CD4 and CD8 B16^ZsG^ TILs **(D)**, paired T-test **(E)**: **p<0.01, ****p<0.0001. Data represent three independent experiments **(A–C)** or are pooled from at least three independent experiments **(D, E)**.

### T cells obtain and integrate cytoplasm from tumor cells

Myeloid cells are well-known for their phagocytic abilities, therefore, it was not surprising to find them among cells that acquired the most ZsG fluorescence. On the other hand, it is very intriguing that T cells, which are not phagocytes, also quite extensively obtain ZsG from tumor cells. To determine the subcellular localization of ZsG protein in TILs, we examined images of sorted monocytes, as a representative population from the myeloid compartment, and both CD4 and CD8 T lymphocytes using the ImageStream flow cytometer. To ensure that the true intracellular space is analyzed, only cells that had a clear circular pattern of staining for surface markers (CD11b for myeloid cells and CD4/CD8 for T cells) were taken into consideration. Using a combination of the texture features (morphology, modulation and homogeneity) we quantified the cellular localization of ZsG and found that the majority of monocytes (88%) had a punctate pattern of ZsG, which might correspond to phagocytic or endocytic granules (**Figure 3A**). In contrast, both CD4 and CD8 T cells exhibited two patterns of ZsG fluorescence in the cytoplasm: homogeneous and punctate. While approximately equal proportions of CD4 cells had punctate or diffused patterns (**Figure 3B**), more CD8 cells (~75%) demonstrated homogenous distribution of ZsG (**Figure 3C**). Thus, in comparison to myeloid cells that mostly retain acquired tumor material in vesicles, T cells seem to have a mechanism that allows them to incorporate transferred cytoplasm into their own.

**Figure 3:**
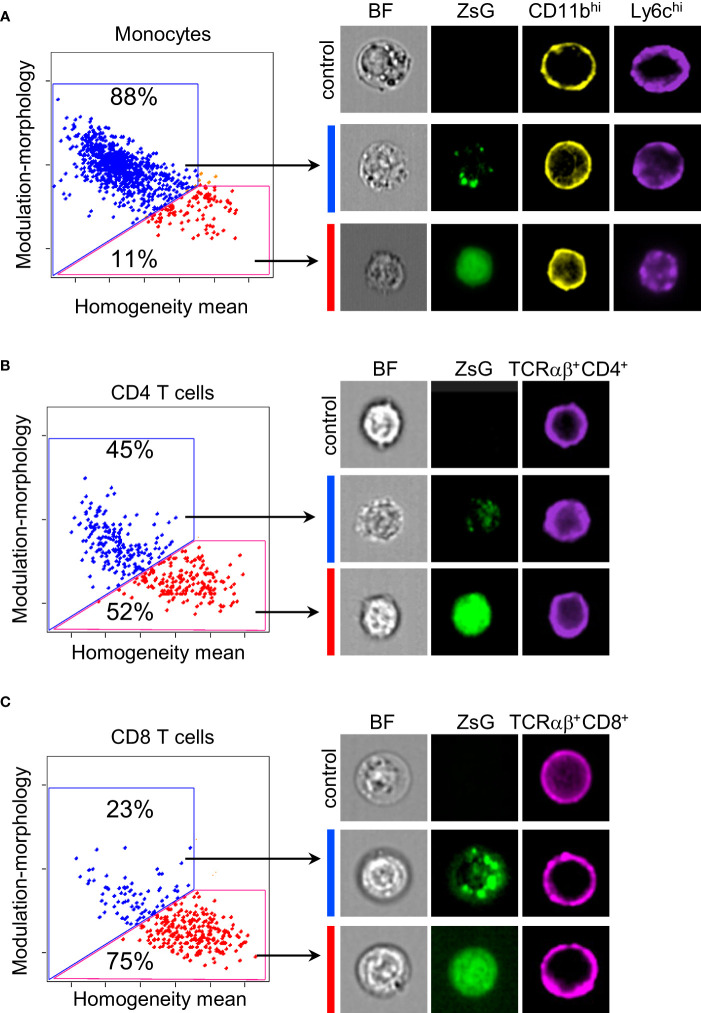
Subcellular distribution of ZsG in TILs. **(A–C)** Quantification of frequency of monocytes **(A)**, CD4 **(B)** and CD8 **(C)** T cells with different cellular localization of ZsG (left panels) and representative images (right panels). Modulation-morphology feature (blue) and homogeneity feature (red) determine granular versus homogeneous distribution. All images were acquired at 60X magnification. Image display gains for ZsGreen were set to the same parameters with the IDEAS software to allow for visual comparison of intensity between images. Control, cells isolated from B16 tumors; BF, bright field.

### Exhausted CD8 T cells and Tregs are the major T cell populations that acquired tumor material

There is great phenotypic and functional heterogeneity among T cell populations in the TME (41). Therefore, we hypothesized that various T cell subsets may have different susceptibility to intercellular transfer. Our previous strategy to sort bright ZsG-positive cells (**Figure 1**) did not allow us to reliably analyze scRNA-seq data for T cells in the lymphoid compartment, as the majority of ZsG-positive lymphocytes fell into the “ZsG-negative” gate, and therefore were excluded from this analysis. 

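In the CD45 sort, 12.4% (10.9 to 14.004) of all kept T cell-like cells, 4.29% (3.55 to 5.13) of NK cell/ILC-like cells and 92.9% (92.0 to 93.7) of monocyte/macrophage-like cells came from the ZsG-positive library. Without clusters of other lineages, the T cell-like share was 7.65% (6.35 to 9.12). These shares depend on how many cells of each gate were loaded as well as on transfer. ZsG fluorescence per cell was not analysed here.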

To appropriately determine the composition of T cell subsets that are involved in intercellular transfer, we then sorted ZsG-positive and ZsG-negative T cells from B16^ZsG^ tumors and performed scRNA-seq. 

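The sort for T cells gave 1 ZsG-negative and 1 ZsG-positive library, again without replicates, and its deposited UMI counts had also been combined by the authors. The labels of the 2 libraries contradict each other between file names and library names, and the assignment used here follows the cell numbers printed in Figure 4A. The ZsG-negative library held 1136 barcodes and 10030971 UMIs (median 5998) and the ZsG-positive library 2396 barcodes and 22100220 UMIs (median 7322). The limits in the paper's methods were applied: at least 50 and fewer than 6000 genes and less than 15% mitochondrial UMIs left 948 and 1879 cells, and a minimum of 0.055% of UMIs from *Cd3d*, *Cd3e* and *Cd3g* left 659 and 780, with medians of 5799 and 6501 UMIs. The CD3 limit removed 289 (30.5%) ZsG-negative and 1099 (58.5%) ZsG-positive cells. The ProjecTILs reference was not used here. Clusters at a resolution of 1.2 on 20 principal components were named by marker genes.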

To identify T cell populations, we took advantage of a previously published reference atlas (ProjecTILs) for T cells isolated from murine B16 tumors (42) (**Supplementary Figure 4A**). Projection of our T cell scRNA-seq data onto this reference atlas demonstrated the presence of 8 previously identified T cell clusters in our samples: exhausted CD8 T cells (CD8-Tex), precursors of exhausted CD8 T cells (CD8-Tpex), CD8 effector-memory cells (CD8-EM), early-activated CD8 cells (CD8-EA), CD4 and CD8 naïve-like clusters (CD4-NL, CD8-NL), T-helper 1 cells (Th1) and regulatory CD4 T cells (Treg) (**Figure 4A**; **Supplementary Figure 4B**). 

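Clusters of the 1439 kept cells took 5 of the T cell names. CD8-EM-like clusters were led by *Gzma* and *Gzmk* (145 ZsG-negative and 136 ZsG-positive cells) and by interferon genes *Mx1* and *Ifit1* (40 and 30), CD8-Tex-like clusters by *Rgs16* and *Havcr2* (37 and 95) and by *Ifng*, *Xcl1* and *Ccl3* (30 and 59), the naive-like cluster by *Dapl1* and *Ccr7* (108 and 49), the Th1-like cluster by *Ramp3* and *Cd40lg* (75 and 59) and the Treg-like cluster by *Areg* and *Foxp3* (28 and 104). Clusters led by *Klra1* and *Klra7* (88 and 74), *Qrfp* (53 and 28) and *Slx4* (20 and 14) and a cycling cluster met no name. The cycling cluster (26 and 72 cells, median 21994.5 UMIs) had *Cd8a* in 58.2% and *Foxp3* in 40.8% of its cells. A last cluster was led by the macrophage genes *Cxcl9* and *C1qa*. No cluster was named CD8-Tpex or CD8-EA. When each cell instead took the class with its highest marker score, CD8-Tpex-like cells were 36 and 83 and CD8-EA-like cells 55 and 47, although the best and next score lay within 0.1 of each other in 19.9% of cells. Scrublet called 3 and 11 of the 2827 cells that passed the limits on genes and mitochondrial UMIs, 0.495% in all and so under the same 0.5%, and none were removed.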

We excluded the CD4-NL cluster from the further quantification analysis because very few cells were detected. 

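The 2 libraries differed in which clusters held their cells. Clusters without a name held 28.4% (25.0 to 32.0) of the ZsG-negative and 24.1% (21.1 to 27.3) of the ZsG-positive cells, a log2 ratio of -0.24 (-0.54 to 0.06), but within them the cycling cluster rose (log2 ratio 1.23, 0.56 to 1.93) and the cluster led by *Qrfp* fell (-1.16, -1.88 to -0.48). The macrophage-led cluster was 1.37% (0.626 to 2.58) and 7.69% (5.92 to 9.79), a log2 ratio of 2.49 (1.47 to 3.69).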

The separate projection of ZsG-negative and ZsG-positive data sets revealed that T cell subsets from the two groups mapped differently to the reference populations (**Figure 4A**). Specifically, the ZsG-positive sample had an almost 3-fold enrichment in Tregs, 2.5-fold enrichment in CD8-Tpex and 2-fold enrichment in CD8-Tex cells (**Figure 4B**). In contrast, early-activated CD8 cells, naïve-like T cells and Th1s were underrepresented, while the CD8 effector-memory population had an equal distribution between ZsG-negative and ZsG-positive groups. These data suggest that Tregs and CD8-Tex cells are the main participants in intercellular transfer within the TME.

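Treg-like cells rose from 4.25% (2.84 to 6.08) of the ZsG-negative to 13.3% (11.0 to 15.9) of the ZsG-positive kept cells, a 3.14-fold difference and a log2 ratio of 1.65 (1.04 to 2.31). CD8-Tex-like cells rose from 10.2% (7.97 to 12.7) to 19.7% (17.0 to 22.7), a 1.94-fold difference and a log2 ratio of 0.96 (0.53 to 1.39). By highest marker score the CD8-Tpex-like share rose 1.95-fold, from 5.46% (3.86 to 7.48) to 10.6% (8.56 to 13.0), a log2 ratio with an interval of 0.38 to 1.57. With Scrublet's calls removed, a cluster took the CD8-Tpex name (31 and 60 cells) and the difference was 1.65-fold (log2 ratio 0.72, 0.07 to 1.39). The choice that moved the CD8-Tex-like ratio most was the use of 10 principal components, which gave 0.54.

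**Figure D2:**
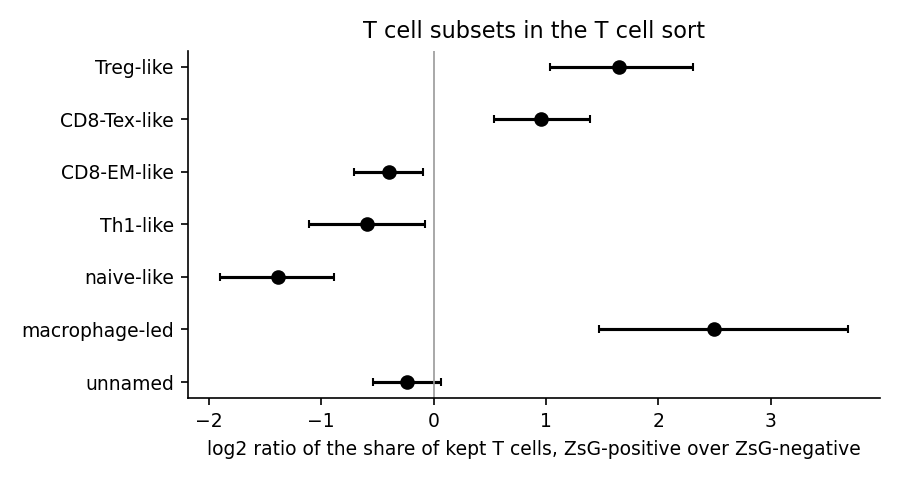
Log2 ratio (horizontal axis) of the share of each subset among the kept cells of the T cell sort, ZsG-positive (780 cells) over ZsG-negative (659 cells), 1 library each. Bars are exact 95% intervals that cover counting error only, and the gray line marks no difference. Treg-like, CD8-Tex-like and macrophage-led cells lay above 0, and CD8-EM-like, Th1-like and naive-like cells below 0.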

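Naive-like cells fell from 16.4% (13.6 to 19.4) to 6.28% (4.68 to 8.22), a log2 ratio of -1.38 (-1.90 to -0.88), and Th1-like cells from 11.4% (9.06 to 14.1) to 7.56% (5.81 to 9.65), a log2 ratio of -0.59 (-1.11 to -0.08). The Th1-like fall was -0.24 (-0.79 to 0.31) by highest marker score, -0.29 (-0.79 to 0.21) without the top 5% of doublet scores and -0.49 (-1.01 to 0.02) without the macrophage-led cluster, and these intervals include no change. CD8-EM-like cells were 28.1% (24.7 to 31.7) and 21.3% (18.5 to 24.3), a log2 ratio of -0.40 (-0.71 to -0.09), and the alternatives gave -0.48 to -0.29, of which 2 include no change: -0.29 (-0.61 to 0.02) without Scrublet's calls and -0.30 (-0.61 to 0.01) without the macrophage-led cluster. By highest marker score, CD8-EA-like cells had a log2 ratio of -0.47 (-1.06 to 0.12), and the CD8-EA-like cluster that formed without Scrublet's calls had -1.03 (-1.61 to -0.46).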

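From the larger shares of Tregs and CD8-Tex cells in the ZsG-positive sample, the paper proposes that these subsets take part most in intercellular transfer. The shares here compare 2 sorted libraries. The Treg-like log2 ratio lay between 1.23 (top 5% of doublet scores removed) and 1.81 (10 principal components), and with the cycling cluster counted as Treg-like it was 1.46. Counting by *Foxp3* alone, 37 of 659 ZsG-negative and 138 of 780 ZsG-positive cells had a *Foxp3* UMI, 5.61% (3.98 to 7.66) and 17.7% (15.1 to 20.6), at 21.3 and 55.7 CPM (log2 ratio 1.38, 1.07 to 1.71). At a fixed depth of 2000 UMIs, with 6 and 18 cells left out, these shares were 3.37% and 9.06%. In CD8-EM-like cells (median 5024 and 5133.5 UMIs), 0.541% and 0.602% had a *Foxp3* UMI.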

**Figure 4:**
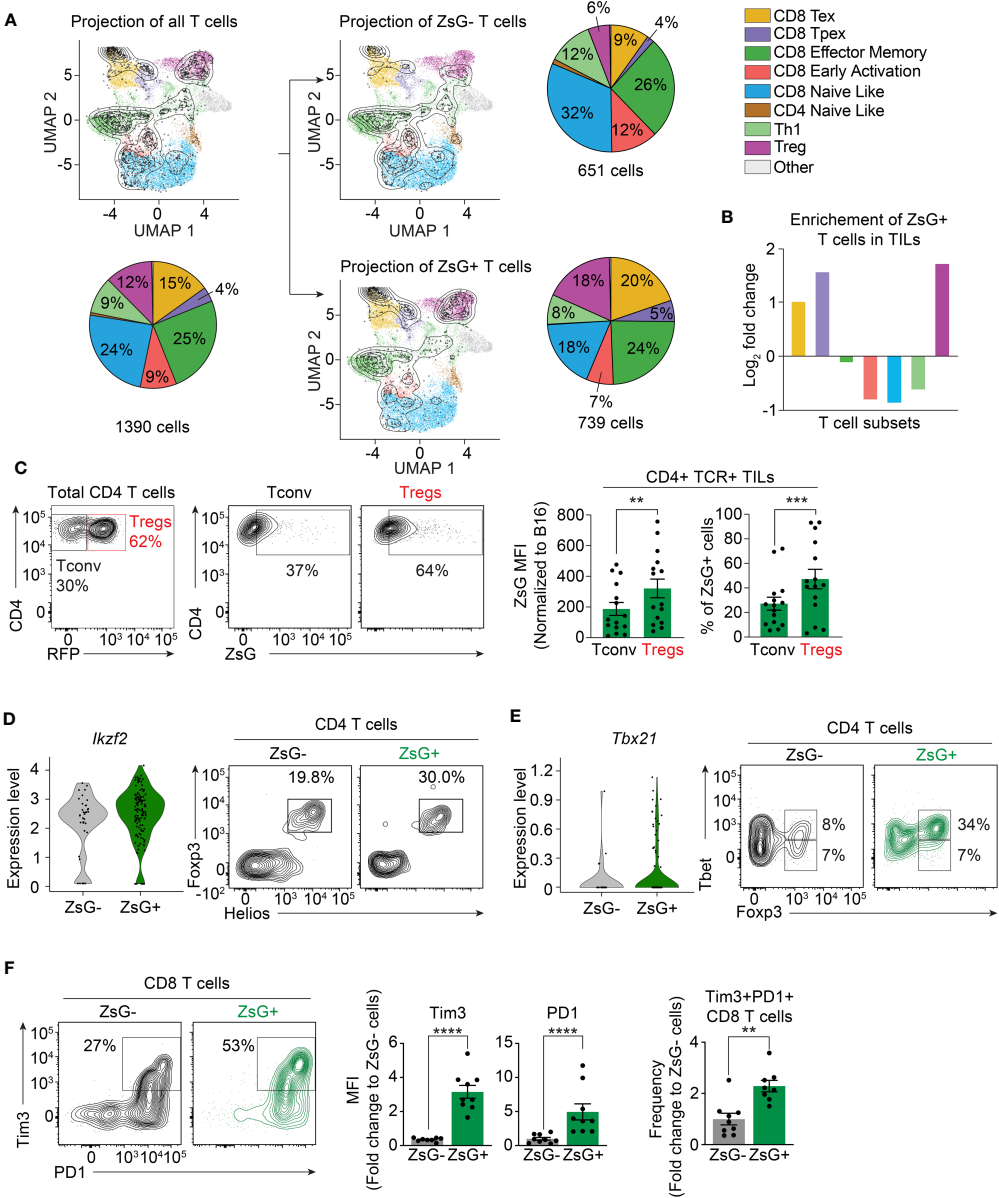
Exhausted CD8 T cells and Tregs are the most susceptible to intercellular transfer. **(A, B)** ProjecTILs analysis of T cell scRNA-seq data. **(A)** Projection of total, ZsG- and ZsG+ T cell scRNA-seq data on the reference atlas with pie charts showing proportions of each TIL subset. **(B)** Fold-change in the frequency of ZsG+ T cells compared to that of ZsG- T cells for each TIL subtype. **(C)** Representative flow cytometry analysis showing ZsG transfer into CD4 conventional TILs compared to Tregs from B16^ZsG^ tumors with summary graphs of ZsG MFI and frequency of these populations. **(D)** Violin plots showing expression level of *Ikzf2* in ZsG- and ZsG+ Tregs (scRNA-seq data) with representative flow cytometry analysis demonstrating a higher percentage of Helios+Foxp3+ cells among ZsG+ CD4 TILs compared to ZsG- CD4 TILs from B16^ZsG^ tumors. **(E)** Violin plots showing expression level of *Tbx21* in ZsG- and ZsG+ Tregs (scRNA-seq data) with representative flow cytometry analysis demonstrating a higher percentage of Tbet+Foxp3+ cells among ZsG+ CD4 TILs compared to ZsG- CD4 TILs from B16^ZsG^ tumors. **(F)** Representative flow cytometry analysis showing Tim3 and PD-1 expression in ZsG- and ZsG+ CD8 TILs from B16^ZsG^ tumors with summary graphs of Tim3 and PD-1 MFI and frequency of the Tim3+PD-1+ population presented as fold changes relative to CD8 TILs from B16 control tumors. **(C, F)** Mean ± s.e.m, paired T-test **(C)**, Mann-Whitney U test **(F)**: **p<0.01, ***p<0.001, ****p<0.0001. Data represent three independent experiments **(C–F)** and are pooled from at least three independent experiments **(C, F)**.

Next, we confirmed our results using flow cytometry. For Tregs, we used Foxp3^RFP^ reporter mice, in which Foxp3-expressing Tregs are marked by RFP fluorescence. Analysis of TILs isolated from day-8 B16^ZsG^ tumors from Foxp3^RFP^ mice demonstrated that the ZsG MFI in Tregs and the frequency of ZsG-positive Tregs were significantly higher in comparison to conventional CD4 T cells (**Figure 4C**). It has been previously shown that Tregs found in tumors are of thymic origin and thus express the transcription factor Helios, unlike induced peripheral Tregs that are Helios-negative. Our scRNA-seq and flow cytometry data are in agreement with the literature, as both ZsG-negative and ZsG-positive scRNA-seq samples had equal levels of *Ikzf2* (the gene that encodes Helios) expression, and all Foxp3-positive cells among sorted ZsG- and ZsG+ CD4 TILs were Helios-positive (**Figure 4D**). 

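In Treg-like cells, *Ikzf2* (ENSMUSG00000025997, chromosome 1, 69531214 to 69687245) was at 1571 CPM (1383 to 1778) in the ZsG-negative and 1366 (1281 to 1456) in the ZsG-positive library, a log2 ratio of -0.20 (-0.40 to 0.00). In all cells with a *Foxp3* UMI, the ratio was -0.09 (-0.24 to 0.06). A UMI was found in 85.7% and 89.4% of Treg-like cells, and in 78.6% (59.0 to 91.7) and 86.6% (78.2 to 92.7) after thinning to 2000 UMIs, with 0 of 28 and 7 of 104 cells left out. CD8-Tex-like cells had the gene in 14.9% and 15.7% of thinned cells (median 10345 and 11214 UMIs, against 5291 and 4973.5 in Treg-like cells). The thinned counts gave a log2 ratio of 0.03.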

Next, we examined the expression of Tbet in ZsG-negative and ZsG-positive Tregs, the transcription factor that marks the most potent suppressor cells (43), and found that the ZsG-positive group was enriched in Tbet+ Tregs in comparison to ZsG-negative control cells (**Figure 4E**). 

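*Tbx21* (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331) had 1 UMI in the 28 ZsG-negative and 14 UMIs in the 104 ZsG-positive Treg-like cells, 6.23 CPM (0.158 to 34.7) and 20.1 (11.0 to 33.7), a log2 ratio of 1.69 with a counting interval of -1.03 to 7.09. In cells with a *Foxp3* UMI there were 4 and 40 UMIs (log2 ratio 1.26, -0.21 to 3.2). A *Tbx21* UMI was found in 3.57% and 12.5% of Treg-like cells, and in 3.57% and 1.03% after thinning, where each library held 1 UMI and the direction turned. In thinned cells with a *Foxp3* UMI it was found in 2.70% (1 UMI) and 5.11% (7 UMIs), so the direction held there. In all kept T cells the gene was at 31.5 and 28.8 CPM.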

To validate CD8-Tex cells, we assessed the expression levels of inhibitory receptors PD1 and Tim3 on CD8 T cells from B16^ZsG^ tumors. ZsG-positive CD8 T lymphocytes had a two-fold increase in PD1+Tim3+ double-positive cells in comparison to the ZsG-negative CD8 T cell population (**Figure 4F**). Thus, tumor-infiltrating Tregs and exhausted CD8 T cells appear to be the predominant populations involved in intercellular transfer from tumor cells within the TME.

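Transcripts of the genes for PD1 and Tim3 were counted in the libraries of the T cell sort. The paper's result is for protein on CD8 T cells. The first values here are for all kept cells, which include Treg-like and Th1-like cells and the macrophage-led cluster, whose share rose. CD8 T cells as a whole were not counted alone, so these values do not check the paper's result. *Pdcd1* (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) was at 149 CPM (138 to 160) in all kept ZsG-negative cells and 174 (164 to 183) in ZsG-positive cells (log2 ratio 0.23, 0.09 to 0.36), and *Havcr2* (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255) at 38.8 (33.5 to 44.7) and 61.1 (55.7 to 66.9) (log2 ratio 0.65, 0.41 to 0.91). A *Pdcd1* UMI was found in 28.4% (24.96 to 31.99) and 43.8% (40.3 to 47.4) of cells and a *Havcr2* UMI in 10.9% (8.65 to 13.6) and 26.4% (23.3 to 29.7), and after thinning in 16.2% (13.5 to 19.3) and 21.8% (18.9 to 24.9), and 3.98% (2.62 to 5.78) and 7.61% (5.83 to 9.73). Cells with both were not counted. Within CD8-Tex-like cells the log2 ratios were 0.00 (-0.21 to 0.22) and -0.12 (-0.46 to 0.24), but both genes are markers by which these cells were named, so this does not show whether transcripts per cell rose. *Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245) was at 399 (307 to 510) and 350 (308 to 397) within Treg-like cells, a log2 ratio of -0.19 (-0.59 to 0.23).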

### Intercellular transfer is dependent on the activation status of T cells and cell-cell interaction

To begin to understand the differences between T cells that can acquire tumor material and those that cannot, we compared the differentially expressed genes between all ZsG-negative and all ZsG-positive T cells and searched for enrichment of gene ontology (GO) terms using Metascape (**Figure 5A**). 

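UMIs were summed over the 659 and 780 kept cells and scaled to CPM. With 1 library per condition, genes were ranked by log2 ratio and given no p-values. The ranking was limited to genes with at least 100 UMIs over both libraries, and T cell receptor V, D and J segments were left out. Of the 7511 genes with a UMI in at least 5% of the cells of a library, the largest rises were *Tgfbi* (ENSMUSG00000035493, chromosome 13, 56609523 to 56639562) from 4.88 to 48.2 CPM (log2 ratio 3.28, 2.71 to 3.97), *Ccl1* (ENSMUSG00000020702, chromosome 11, 82176657 to 82305690) from 51.2 to 442 (3.11, 2.92 to 3.30), *Il1r2* (ENSMUSG00000026073, chromosome 1, 40074079 to 40125231) from 1.63 to 13.6 (2.98, 2.03 to 4.31), *Pltp* (ENSMUSG00000017754, chromosome 2, 164839518 to 164857711) with the same UMI sums, and *Napsa* (ENSMUSG00000002204, chromosome 7, 44572380 to 44586862) from 3.45 to 27.9 (2.98, 2.30 to 3.82). Of these, *Tgfbi* was at 289.7 CPM in the macrophage-led cluster and had a log2 ratio of 3.00 without it. *Pltp* fell to a log2 ratio of 1.63 without that cluster. A single cell held 33.5% of the ZsG-positive UMIs of *Napsa*, 17.5% of *Pltp*, 14.5% of *Ccl1*, 13.6% of *Il1r2* and 11.5% of *Tgfbi*. The largest falls were *Tgtp1* (ENSMUSG00000078922, chromosome 11, 48985327 to 48994172) from 17.7 to 5.14 (-1.77, -2.37 to -1.22), *Trim30c* (ENSMUSG00000078616, chromosome 7, 104382065 to 104400837) from 26.4 to 8.30 (-1.66, -2.13 to -1.23), *Nsg2* (ENSMUSG00000020297, chromosome 11, 32000463 to 32059202) from 33.5 to 11.9 (-1.50, -1.89 to -1.12), *Tmem108* (ENSMUSG00000042757, chromosome 9, 103482947 to 103761837) from 15.0 to 5.40 (-1.47, -2.07 to -0.91) and *S1pr1* (ENSMUSG00000045092, chromosome 3, 115710433 to 115715072) from 145 to 53.6 (-1.44, -1.62 to -1.26).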

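Gene lists were compared by the median log2 ratio of their genes over all kept T cells, with the range from resampled counts, and by where that median fell among 10000 random lists matched on mean expression. The median over all 10405 genes was 0.07. Nuclear genes of oxidative phosphorylation (80 genes) were at 0.23 (0.20 to 0.25), the mitochondrial ribosome (77 genes) at 0.32 (0.27 to 0.35), the proteasome (35 genes) at 0.31 (0.28 to 0.35), Myc targets (35 genes) at 0.33 (0.28 to 0.37), S phase (43 genes) at 0.53 (0.44 to 0.61) and G2M phase (54 genes) at 0.62 (0.48 to 0.68). At most 1 of 10000 random lists reached any of these medians. Equal weighting of subsets covered the 5 named T cell subsets. It left out the macrophage-led cluster and the clusters without a name, among them the cycling cluster. There the S phase median turned to -0.01 (10 genes) and G2M phase fell to 0.05 (6 genes up and 6 down). Both lay within the middle 95% of random lists, while Myc targets at 0.11 stayed above it. With the cycling cluster left out, this does not separate a mix of subsets from the loss of cycling cells. The 13 genes encoded in mitochondrial DNA fell, with a median of -0.20 (-0.22 to -0.18) and 13 of 13 genes down, but the mix of subsets matters here. With subsets weighted equally the median was -0.035 (12 genes), within the middle 95% of random lists, and it was -0.27 in Treg-like, -0.06 in CD8-Tex-like and 0.11 in CD8-EM-like cells (11 of 13 genes up).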

We found that GO terms associated with metabolically active cells (Mitochondria envelope, Cell cycle, RNA and DNA metabolism, Intracellular protein transfer) prevailed in the ZsG-positive group. On the other hand, many GO terms associated with the immune response (Response to IFN beta, TCR signaling, IL-2 signaling, Cytokine production, Adaptive Immune response) were underrepresented, indicating that despite the metabolically active state, T cells that acquire tumor material are less functional. 

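Interferon alpha/beta genes (40 genes) had a median of -0.55 (-0.58 to -0.45), lower than all 10000 random lists, with 35 of 40 genes down. TCR signaling genes (32 genes) were at -0.18 (-0.21 to -0.10, below all but 2 random lists). With subsets weighted equally TCR signaling was at -0.07, within the middle 95% of random lists, and within subsets it was -0.19 in Treg-like, -0.09 in CD8-Tex-like, -0.05 in CD8-EM-like, -0.10 in naive-like and 0.08 in Th1-like cells. Both stayed below 0 under every scaling, and interferon alpha/beta ranged from -0.66 without the macrophage-led cluster to -0.26 with subsets weighted equally on this scale. Lists for IL-2 signaling and cytokine production were not analysed here.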

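Cytosolic ribosome genes (83 genes) had a median log2 ratio of -0.10 (-0.12 to -0.10) over all kept T cells, lower than all 10000 random lists, with 64 of 83 genes down, but the median turned to 0.07 when the subsets were weighted equally. Within subsets it was 0.00 in CD8-Tex-like, 0.09 in CD8-EM-like, 0.17 in Treg-like and 0.03 in naive-like cells, but the Treg-like median turned to -0.06 without the top 5% of doublet scores and the CD8-Tex-like one to -0.01 at resolution 0.8 and without Scrublet's calls.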

Interestingly, the most negatively enriched GO term in T cells that received tumor material was “Cytosolic ribosome”, pointing to compromised translation in these cells. To further explore the differences between ZsG-negative and ZsG-positive T cells, we performed Gene Set Enrichment Analysis (GSEA) using the 50 Hallmark gene sets. Although several cell types and pathways did not meet our criteria for significance (-Log_10_FDR>1, NES>+/-1), Tregs, CD8-Tex and CD8-EM populations demonstrated that the most differentially enriched pathways in ZsG-positive groups were those associated with T cell activation, such as Myc targets, E2f targets, Oxidative phosphorylation, Glycolysis and Mtorc1 signaling (**Figure 5B**). 

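The same lists were tested within each subset, where a different mix of subsets cannot move them, although the mix of clusters within a subset still can, which was not tested. In Treg-like cells, 5 of 6 lists lay above the middle 95% of random lists: glycolysis at 0.80 (12 of 12 genes up), S phase at 0.61, G2M phase at 0.57, oxidative phosphorylation at 0.30 and Myc targets at 0.29, with mTORC1 at 0.22 (percentile 96.2). These rested on 28 ZsG-negative cells with 160392 UMIs. In Treg-like cells without the top 5% of doublet scores, S phase turned to -0.16, G2M phase to -0.15, Myc targets to -0.14 and mTORC1 to -0.06, and G2M phase also turned to -0.15 with genes of at least 100 UMIs and to -0.20 at resolution 0.8. In CD8-Tex-like cells, 0 of 6 lists lay above the middle 95% of random lists, with medians from -0.01 to 0.07. Myc targets were at 0.23 there without Scrublet's calls. The mitochondrial ribosome at 0.12 (60 of 77 genes up) and the proteasome at 0.09 (30 of 35 up), not among the 6, lay above that range. In CD8-EM-like cells, 2 of 6 did, glycolysis at 0.12 and oxidative phosphorylation at 0.03, and the medians ran from -0.10 to 0.12. Over all kept T cells, glycolysis was at 0.44 (0.41 to 0.57) and mTORC1 at 0.49 (0.37 to 0.57). The median over all genes was 0.00 in CD8-Tex-like, -0.05 in CD8-EM-like and -0.06 in Treg-like cells.

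**Figure D3:**
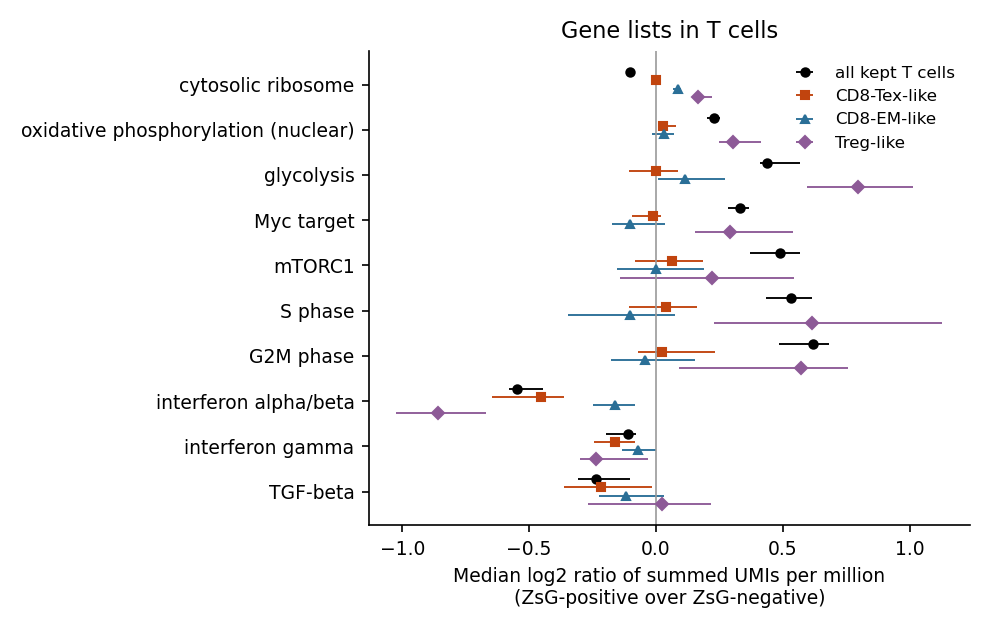
Median log2 ratio of the genes of each list (horizontal axis, ZsG-positive over ZsG-negative, UMIs summed per library and scaled to CPM) in all kept T cells (black), CD8-Tex-like (orange), CD8-EM-like (blue) and Treg-like cells (purple), 1 library each. Bars are 95% ranges from 1000 resampled counts and cover counting error only. Growth lists lay to the right of 0 in all T cells and in Treg-like cells, apart from S phase in all T cells with subsets weighted equally and, in Treg-like cells, the cell cycle, Myc and mTORC1 lists without the top 5% of doublet scores and G2M phase at resolution 0.8 and with genes of at least 100 UMIs, which turned. The interferon alpha/beta list lay to the left in all 4 groups, apart from CD8-EM-like cells at resolution 0.8 and without Scrublet's calls.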

Of note, cytokine response pathways, including TGF-beta, IFN-gamma and IFN-alpha signaling were downregulated in ZsG-positive cells, which indicates suppressed immune function and is consistent with our Metascape analysis. 

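Within subsets, the interferon alpha/beta median was -0.86 in Treg-like cells (33 of 34 genes down), -0.45 in CD8-Tex-like cells (33 of 35 down) and -0.16 in CD8-EM-like cells, where it turned to 0.06 at resolution 0.8 and 0.04 without Scrublet's calls. In naive-like cells it was at -0.22, but in Th1-like cells it was at 0.38 (0.23 to 0.57), with 26 of 31 genes up, and no alternative was run for these last subsets. The interferon gamma list was at -0.24 in Treg-like, -0.16 in CD8-Tex-like and -0.07 in CD8-EM-like cells and turned to 0.07 in Treg-like cells without the top 5% of doublet scores. The TGF-beta list was at -0.22 in CD8-Tex-like cells (percentile 0.730), -0.12 in CD8-EM-like cells (13.3) and 0.02 in Treg-like cells (69.9). Over all kept T cells, interferon gamma was at -0.11 (-0.20 to -0.08) and TGF-beta at -0.23 (-0.31 to -0.10). CD8-Tex-like cells of the CD45 sort showed no fall of the interferon alpha/beta list, at 0.03 (20 of 38 genes up, percentile 33.9).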

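Immediate early and TNF/NF-kB genes had a median log2 ratio of 0.10 (0.04 to 0.14, percentile 62.3) over all kept T cells. The list also holds *Klf2*, a marker used here for naive-like cells, so this median is not a score of stimulation alone. The median was 0.13 with thinned cells, but -0.17 with subsets weighted equally and -0.07 without the macrophage-led cluster. Within Treg-like cells the median was -0.53 (28 of 33 genes down), and within CD8-Tex-like cells -0.02. In the CD45 sort the list was at 0.23 over all T cell-like cells (percentile 99.98) and 0.11 without clusters of other lineages (57.8). In CD8-Tex-like cells of that sort it was at 0.17 (percentile 99.99, 23 of 34 genes up). Within CD8-Tex-like cells TCR signaling genes were at -0.09 and the proteasome at 0.09. The cells were compared between 2 sorted fractions, and the amount of ZsG in each cell was not analysed here.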

Overall, these data suggested that activation status of T cells is positively correlating with the degree of intercellular transfer. We confirmed this observation in an *in vitro* experiment, where naïve, 24h-activated or fully differentiated CTLs from P14 TCR transgenic mice were cocultured with B16^ZsG+^ tumor cells loaded with gp33-41 peptide (the cognate peptide from the lymphocytic choriomeningitis virus (LCMV) presented in the context of the D^b^ molecule) and analyzed by flow cytometry. Indeed, more activated T cells exhibited greater ZsG fluorescence (**Figure 5C**), supporting the transcriptomics data and, also, raising the question of whether intercellular transfer is dependent on TCR/MHC interaction and the presence of antigen (Ag). To test this possibility, we used an Ag-specific *in vivo* model where mice were sc injected with fluorescent B16^ZsG+gp33+^ and non-fluorescent B16^OVA+^ tumor cells, expressing chicken ovalbumin (OVA), on separate flanks followed by adoptive transfer of P14 and OT-I CTLs and further analysis of ZsG fluorescence in TILs (**Figure 5D**). Both P14 and OT-I T cells isolated from B16^ZsG+gp33+^ tumor exhibited green fluorescence, with Ag-specific P14 T cells being brighter than Ag-nonspecific OT-I T cells (**Figure 5D**, left graph). To our surprise, both types of T cells isolated from non-fluorescent B16^OVA+^ tumor from the opposite flank also acquired ZsG, although to a much lesser extent than T cells from the fluorescent tumor (**Figure 5D**, right graph). These data suggest that: (1) Ag-stimulated T cells are the most sensitive to the intercellular transfer, while the expression of cognate Ag on tumor cells is not required for this process, and (2) It is possible that the intercellular transfer occurs through extracellular vesicles (EV).

**Figure 5:**
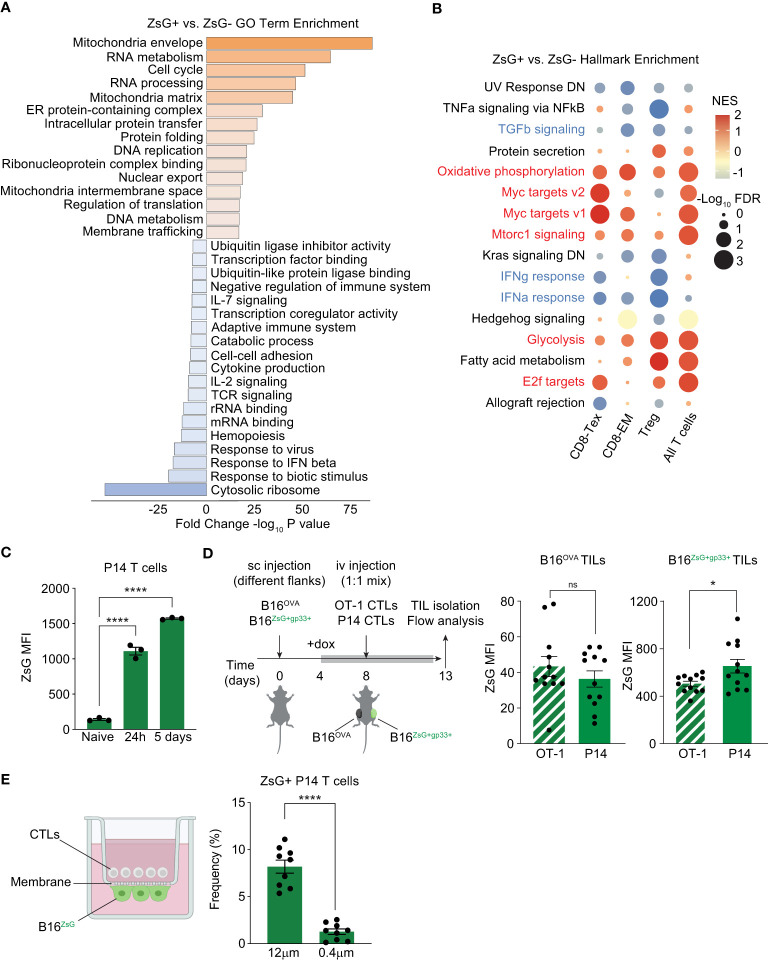
T cell activation status is positively correlated with the degree of intercellular transfer. **(A, B)** Pathway enrichment analyses of T cell scRNA-seq data. **(A)** Metascape gene ontology analysis of all ZsG+ TILs compared to all ZsG- TILs. **(B)** Bubble plot showing enrichment of select hallmark gene sets in ZsG+ TIL subsets compared to ZsG- TIL subsets. Positively enriched pathways are in red, downregulated pathways are in blue. **(C)** ZsG MFI in naïve, activated (by plate-bound antibodies for 24h), or fully differentiated (activated for 5 days) P14 T cells, that were co-cultured with gp33-loaded B16^ZsG^ tumor cells for 24 hours. **(D)** Experimental design and summary graphs of ZsG MFI of OT-1 and P14 CTLs isolated from B16^Ova^ and B16^ZsG+gp33+^ tumors. Data were adjusted to non-fluorescent B16^Ova^ and B16^gp33+^ tumors. **(E)** Experimental design of the transwell assay to coculture P14 CTLs and B16^ZsG^ cells across 12 μm or 0.4 μm pore membranes, and frequency of ZsG+ P14 CTLs collected 24 hours later. NES, normalized enrichment score. **(C–E)** Mean ± s.e.m, unpaired T-test **(C, E)**, paired T-test **(D)**: ns, nonsignificant, *p<0.05, and ****p<0.0001. Data are from three independent experiments **(C–E)**.

To determine whether EVs play any role in intercellular transfer, we performed a transwell assay with some modifications. Two types of inserts with a pore size of 0.4 μm and 12 μm were used in the assay. B16^ZsG^ tumor cells were plated on the basolateral side of the insert membrane facing the lower chamber and loaded with gp33 peptide, while P14 CTLs were added to the upper chamber. This way, T cells were allowed to be in a very close proximity to tumor cells but were expected to migrate only through the 12 μm membrane, and thus directly interact with tumor cells, while EVs could unrestrictedly travel through both types of membranes. We observed that the frequency of ZsG-positive T cells (**Figure 5E**) was significantly higher in 12 μm pore-size inserts in comparison to 0.4 μm ones, indicating that while EVs may contribute, cell-cell contact is the predominant mechanism of the observed intercellular transfer.

## Discussion

In the current study, we generated an *in vivo* mouse ZsG-expressing tumor model that allowed us to track intercellular transfer of cytoplasm from the tumor cells to TILs based on fluorescent signal. Unexpectedly, we found that although many immune cells participated in such transfer, its intensity differed between cell types. Myeloid lineage cells demonstrated the highest level of ZsG uptake and subcellular localization of fluorescence appeared to be primarily punctate. Both observations are consistent with the phagocytic nature of these cells. In this regard, plasmacytoid DCs, that are overall considered to be less phagocytic (44), had the least amount of fluorescence. Most surprisingly, lymphoid cells also acquired ZsG fluorescence from tumor cells. Specifically, activated/differentiated T cells such as Tregs and various CTLs including exhausted T cells were the brightest among lymphoid subsets and had predominantly homogeneous distribution of fluorescence, suggesting that these T cells might be able to integrate tumor cytoplasm into their own.

One possibility of observed cytoplasmic transfer in the TME is through extracellular vesicles, such as exosomes, that are believed to be able to fuse with the plasma membrane of recipient cells and release their content (45–47). Alternatively, T cells may take in tumor cytoplasm from tumor cells by direct physical contact. Immune cells have been previously shown to engage in such cell-to-cell interactions. For example, some *in vitro* studies suggest that macrophages can form gap junctions between each other or with epithelial cells, thereby exchanging cytoplasm (48, 49). More recently, human lymphocytes (including T and B cells) were reported to exchange intracellular material through gap junctions in co-culture experiments using a dye transfer readout (50). The so-called cytoplasmic bridges (CBs), structures similar to nanotubes, were shown to be responsible for protein transfer between senescent fibroblasts and NK cells *in vitro* (51). In the same study, transfer of cytoplasm from pancreatic cells to NK cells and, importantly, to T cells was also demonstrated in an *in vivo* model of premalignant pancreas in K-Ras/mRFP mice; however, formation of CBs was not confirmed *in vivo*. It is well-known that exosomes circulate throughout the body via blood and lymph (52) and therefore it is not unreasonable to assume that they should easily travel from a tumor on one flank to a tumor on the opposite flank. Indeed, our results provide clear evidence of distant transfer, where P14 and OT-I CTLs isolated from non-fluorescent B16^OVA+^ tumors acquired ZsG fluorescence. However, the intensity of such transfer in these cells was reduced in comparison to the T cells isolated from B16^ZsG+GP33+^ tumors. Similarly, in our transwell assay, T cells that were allowed to directly interact with tumor cells exhibited more transfer than T cells that could only obtain ZsG protein from extracellular vesicles. Therefore, we think that physical interaction of cells in the TME may play a dominant role in the intercellular transfer and propose to call such type of transfer the “mosquito effect”.

Our scRNA-seq analysis of ZsG-negative and ZsG-positive T cells revealed striking differences between the two groups. First, the ZsG-positive group was enriched in Tregs and exhausted CD8 T cells. Second, comparison within individual T cell subsets showed that ZsG-positive T cells were more metabolically active, but at the same time demonstrated a suppressed immune response signature. These results raise an important, and perhaps the most interesting question, of whether acquisition of tumor material is simply a consequence of T cell activation or whether intercellular transfer has a functional impact on T cells. Increasing experimental evidence highlights the importance of cellular content exchange between tumors and the immune system, where tumors benefit while immune cells suffer detrimental consequences. For example, it has been demonstrated that low-avidity CTLs can capture peptide-major histocompatibility complexes from tumor cells via trogocytosis, decreasing Ag density on tumor cells and thereby making them poor targets for high-avidity CTLs (53). In a more recent study, a similar process was observed with chimeric antigen receptor (CAR) T cells, where trogocytosis-mediated Ag transfer from tumor cells to CAR T cells resulted not only in a poor cytolytic capacity towards tumor cells but also in fratricide among CAR T cells (54). Transfer of cellular material from macrophages to tumor cells through nanotubes in an *in vitro* pancreatic cancer model induced tumor cell reprogramming, resulting in increased tumorigenic potential (55). Furthermore, Saha et al. demonstrated that tumors can hijack mitochondria from T cells through nanotubes, thereby depleting immune cells of their energy source (56). Tumor-derived exosomes have also been implicated in shaping immune responses. For example, melanoma-produced exosomes were shown to promote formation of a metastatic niche by reprogramming bone marrow progenitors (57). Gargiulo et al. has recently reported that chronic lymphocytic leukemia-produced exosomes impair CD8 T cells and support leukemia progression (58). Finally, myeloid-derived suppressor cells have been shown to transfer the metabolite methylglyoxal to CD8 T cells, compromising their effector function (59). Therefore, it is tempting to speculate that tumors may use intercellular transfer to shut down immune cells and evade the immune response.

In conclusion, we demonstrated in an *in vivo* mouse model that all tumor infiltrating cells, including CD4 and CD8 T cells, acquire cytoplasmic material from tumor cells. We also showed that T cells that received tumor cytoplasm differ from those that did not with respect to their activation and immune status. The molecular mechanism that T cells use for intercellular transfer and the functional impact of this “mosquito effect” remain to be identified. In addition, our findings open broader questions, such as: Is uptake of cytoplasm from other cells a general property of T cells? What exactly is being transferred? Finally, does intercellular transfer happen at steady state, and if yes, what are the functional consequences for participating cells?

## Methods

### Animals

C57BL/6J (stock no. 000664), B6.Cg-*Rag2^tm1.1Cgn^*/J (stock no. 008449) and C57BL/6-*Foxp3^tm1Flv^*/J (stock no. 008374) mice were obtained from the Jackson Laboratory. B6;D2-Tg(TcrLCMV)327Sdz/JDvs/J (P14) mice were a generous gift from Alfred Singer (NCI, NIH). All breedings were maintained at the University of Massachusetts, Amherst. This study was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animals were handled according to approved institutional animal care and use committee (IACUC) protocols of the University of Massachusetts.

### Doxycycline-mediated induction of ZsG transgene expression

Experimental mice, including control animals, were fed with 2 mg/mL doxycycline in drinking water supplemented with 10 mg/mL sucrose for four days prior to harvesting tumors. Doxycycline drinking water was replaced every other day. *In vitro*, tumor cell lines were cultured with 2 μg/mL doxycycline in culture media.

### Flow cytometry analysis

Flow cytometry data were acquired on BD LSR Fortessa or Cytek™ AURORA. The following monoclonal antibodies from BioLegend were used: CD8α (53-6.7), CD4 (RM4-5), PD1-bio (29F.1A12), Tim-3 (RMT3-23), CD45 (30-F11), TCRβ (H57-597), CD11b (M1/70), Ly6c (HK1.4), Ly6g (1A8), CD3 (145-2C11), NK1.1 (PK136), B220 (RA3-6B2), F480 (BM8), SiglecH (551), CD11c (N418), CD24 (M1/69), CD172 (P84), Vβ5.1-5.2(MR9-4), Vβ8.1-8.2 (KJ16-133.18), Helios (22F6), FoxP3 (FJK-16s), CD45.1 (A20), CD45.2 (104), and Streptavidin- AF647. MHCII (M5/114.15.2) was from eBioscience, T-bet (O4-46) was from BD Pharmingen.

Live cells were treated with anti-CD16/32 Fc block (2.4G2, BD Pharmingen) prior to staining with antibodies against surface markers. Staining for surface proteins was performed at 4 °C for 40 min, and FACS buffer (PBS + 0.5% BSA + 0.01% sodium azide) was used for washes.

For transcription factor staining, Foxp3/Transcription factor staining buffer set (eBioscience) was used, and staining was performed according to the manufacturer’s instructions.

Data from BD LSR Fortessa and Cytek™ AURORA were analyzed in FlowJo™ v10.9.0 Software. Gating strategies used in the analysis are included in the supplementary material (**Supplementary Figure 5**). Data from Cytek™ AURORA were gated on live CD45+ cells and exported to csv files as channel values with all compensated parameters. The data in the exported files were converted to 10x file formats with custom code, such that the experiments can be analyzed by the Seurat package (60) using R software version 4.2.1. Files for B16/MC38 TILs or B16^ZsG^/MC38^ZsG^ TILs were loaded as Seurat objects with all cells and all features, then merged into one object. Fluorescence intensity of the FITC channel (for ZsG) was added to the metadata and excluded as a variable for clustering. Data were scaled, then 15 features were used for PCA and UMAP analyses. Clusters were annotated based on the fluorescence level of cell type markers.

### T cell culture

T cells were cultured in RPMI supplemented with 10% fetal bovine serum, 1% HEPES, 1% sodium pyruvate, 1% penicillin/streptomycin, 1% L-glutamine, 1% non-essential amino acids and 0.3% β-mercaptoethanol. Lymph nodes and spleens were harvested and gently tweezed to remove lymphocytes. Spleen cells were then lysed using ACK lysing buffer (KD Medical) to remove erythrocytes. Lymph node T cells were enriched for via antibody-mediated depletion of B cells using anti-mouse IgG magnetic beads (BioMag, Qiagen). For pure CD8 or CD4 T cells, CD4 or CD8 T cells were removed via anti-rat IgG magnetic beads (BioMag, Qiagen) following incubation with anti-mouse CD4 (GK1.5) or CD8 (2.43) antibodies conjugated with rat IgG, respectively.

For 24-hour activation, P14 T cells were stimulated with plate-bound anti-CD3 mAbs (1 μg/mL) and anti-CD28 mAbs (5 μg/mL). For CTL generation, P14, OT-I or polyclonal CD8 T cells were stimulated with irradiated splenocytes and soluble anti-CD3 mAbs (2 μg/mL). 48h after activation IL-2 was added to culture media (100 U/mL) and cells were differentiated for additional 3 days. For activation of CD4 T cells, polyclonal CD4 T cells were stimulated with irradiated splenocytes and soluble anti-CD3 mAbs (2 μg/mL) and IL-2 (200 U/mL). From 48h after activation, cells were differentiated for an additional 3 days in culture media with IL-2 (200 U/mL).

### Cloning, lentiviral vectors and transduction

The ZsGreen gene was subcloned into the pENTR/D-TOPO vector (Life technologies) and then inserted into the pInducer21 vector (Addgene, #46948) by Gateway technology. Gp33 minigene was cloned into pHRST-IRES-eGFP lentiviral vector (Harvard Medical School plasmid repository). Lentiviruses were produced from the co-transfection of HEK-293T cells with empty or ZsGreen-expressing pInducer21 vector and packaging plasmids pVSVg (Addgene, #8454) and psPAX2 (Addgene, #12260) at the ratio of 4:3:1 using Lipofectamine 2000 (Life Technologies) according to manufacturer’s protocol. Viral supernatants were collected 24 hours after transfection, filtered and used immediately for transduction. B16-F10 or MC38 cells plated in 6-well plates on the previous day were spinfected (900 RPM, 90 minutes, 37°C) with virus and polybrene (4 μg/mL).

### Tumor cell lines

B16-F10 melanoma cells were obtained from ATCC. MC38 and B16^Ova^ cell lines were a gift from Dr. Rodriguez (Moffit Cancer Center). B16-F10 cells were cultured in DMEM supplemented with 10% FBS, and MCA-38 cells were cultured in RPMI supplemented with 10% FBS. To generate B16^ZsG^ and MC38^ZsG^, B16-F10 and MC38 were transduced with a pInducer21 lentiviral vector modified to express ZsGreen and FACS-sorted for GFP-positive population. To generate B16^ZsG+gp33+^, B16-F10 cells were first transduced with a pHRST-IRES-eGFP lentiviral vector modified to express gp33 peptide, and FACS-sorted for GFP-positive population, and then transduced with a pInducer21 lentiviral vector modified to express ZsGreen and FACS-sorted for ZsGreen-positive cells after induction with doxycycline.

To obtain confocal images, live tumor cells were incubated with doxycycline to induce ZsGreen expression, co-stained with 4’,6-diamidino-2-phenylindole (DAPI) and imaged using A1R-TIRF confocal microscope (Nikon).

### Peptide loading and co-culture experiments

B16^ZsG^ tumor cells (0.15 mln/well) were cultured overnight in a 24-well plate in the presence of IFNγ (10 μg/mL final concentration) to induce MHC class I expression and dox (2 μg/mL) to induce ZsG. On the next day, the gp33 peptide (1 μM final concentration) was added to the monolayer of tumor cells for 1 hour, then carefully washed away with PBS. P14+ T cells (0.1 mln/well) were added on top of tumor cells and cocultured with dox. 24 hours later, T cells were collected and analyzed by flow cytometry.

### Transwell assay

Polycarbonate cell culture inserts (Millipore Sigma) with pore size of 0.4 μm and 12 μm were used in the assay. The basolateral side of the inserts were coated with fibronectin and laminin (Sigma, 5 μg/ml final concentration each) for 1 hour, then washed with PBS. B16^ZsG^ cells were plated onto the coated membrane in the presence of IFNγ and dox in the media. On the next day, tumor cells were loaded with the gp33 peptide. Inserts were placed in a 24-well plate such that tumor cells were faced down towards the lower chamber, and P14+ CTLs were added to the upper chamber. 24 hours later, T cells were collected from the upper chamber of 0.4 μm inserts, and from both the lower chamber and basolateral side of 12 μm inserts, then analyzed by flow cytometry.

### Tumor experiments

Mice were injected subcutaneously in the right flank (or both flanks) with 2.5 x 10^5^ tumor cells. For studies involving adoptive T cell transfer, 2 x10^6^ P14 or OT-I CTLs were injected intravenous into mice once tumors were established (at day 8 after tumor inoculation). For TIL isolation, tumors were minced and digested with 1 mg/mL collagenase D and 200 μg/mL DNase mix (Roche) by incubating at 37°C for 30 min with mixing every 5 min. The digestants were then passed through a 40-micron filter, spun at 1250 rpm for 5 min, and resuspended in FACS buffer.

### Single-cell RNA sequencing

Cells were stained and sorted on ZsG-positive and ZsG-negative cells using a BD FACSAria Fusion instrument (BD Biosciences). After sorting, cells were counted using a Cellometer K2 cell counter (Nexcelom Bioscience) and by manual counting via hemocytometer. Single cell gene expression profiling was performed using the Chromium Next GEM Single Cell 3′ v3.1 (Dual Index) kit. Each cell suspension was loaded onto a well of Chip G on the 10x Genomics Chromium Controller System following the manufacturer’s user manual (10x Genomics). Barcoding and cDNA synthesis were performed according to the manufacturer’s instructions. Qualitative analysis of cDNA was performed using the 2100 Agilent Bioanalyzer High Sensitivity assay. The cDNA libraries were constructed using the 10x Chromium Single cell 3’ Library Kit v3.1 (dual index) according to the manufacturer’s protocol. Quality assessment of final libraries was done on Qubit fluorometer using a DNA High Sensitivity assay (Thermo Scientific) and a 2100 Agilent Bioanalyzer High Sensitivity assay (Agilent Technologies). Libraries were sequenced on an Illumina NextSeq 500 using the NextSeq 500/550 Mid Output Kit v2.5 (150 Cycles) sequencing kit, with the following read length: 28 bp Read1 for the 10x cell barcode and UMI, 90 bp Read 2 for the insert, and 10 bp I7 and I5 for the sample index. Phix (Illumina) was spiked in at 1% as per kit manual recommendation (10x Genomics).

The 10x Could Analysis Cell Ranger Pipeline (Cellranger version 6.1.2) was used to align reads and generate feature-barcode matrices. Reads were aligned to *Mus musculus reference genome* (Mouse mm10 v3.0.0). The *aggr* pipeline was used to combine data from multiple samples into an experiment-wide feature-barcode matrix and analysis. The 10x Genomics Loupe Browser was used for visualization, initial quality assessment, and filtering of single cell gene expression data. Single Cell Gene Expression was performed at the Genomics Resource Laboratory, University of Massachusetts Amherst, MA.

### Analysis of scRNA-seq

Data analyses were performed using the Seurat package (60) in the R software version 4.2.1. For the dataset of sorted CD45+ ZsG-negative and ZsG-positive TILs, the Seurat object was first generated by keeping all genes expressed by at least 3 cells. Cells were kept if they contained between 1000 to 6000 unique features and less than 10% mitochondrial genes. Data were normalized, scaled, then the top 2000 variable genes were used for the Principal Component Analysis (PCA) and generation of Uniform Manifold Approximation and Projection (UMAP) plots. Cluster identities were inferred by analyzing the distribution of known cell type marker genes, and by calculating the top marker genes for each cluster. Annotation of Dendritic cells for DC1/DC2/pDCs were done by re-clustering the subset, applying the same Seurat analysis pipeline, then analyzing the distribution of cell type marker genes. The Monocyte/Macrophage cells were re-clustered with the same Seurat analysis pipeline. Signature plots of Monocyte/Macrophage cells were generated by calculating the average expression level of marker genes per cell.

Analyses for the data set of sorted CD45+CD3+ ZsG-negative and ZsG-positive TILs were performed using the ProjecTILs (42) and Seurat packages for the R software version 4.2.1. The Seurat object was first generated using the read.sc.query function by keeping all genes expressed by at least 3 cells and all cells with at least 50 unique features. The cells were filtered for those with less than 6000 unique features and less than 15% mitochondrial genes. To ensure our dataset only included T cells, the percentage of reads aligned to CD3 genes (*Cd3d, Cd3e, Cd3g*) among all reads in a cell were calculated, and cells with less than 0.055% CD3 genes were removed. Cell types were annotated using the make.projection and cellstate.predict functions with the reference dataset from the ProjecTILs package; 1390 cells were retained for further analyses. Expression of select genes for the annotated cells were visualized by dot plots or violin plots. Pie charts and bar plots for cell type counts were generated with the GraphPad Prism software. Differentially expressed genes were calculated by the Wilcoxon test between the ZsG- cells and ZsG+ cells using the find.discriminant.genes function.

### Pathway analyses (gene ontology and GSEA)

Differentially expressed genes (DEGs) between all ZsG-positive TILs or all ZsG-negative TILs were filtered for upregulated (Log_2_-fold change > 0, p-value <0.05) or downregulated (Log_2_-fold change < 0, p-value <0.05) genes, then submitted to Metascape (61) for gene ontology analysis. DEGs between ZsG-positive and ZsG-negative cells within each cell type were ranked by the metric: -Log_10_(p-value) * (Log_2_FC direction). Preranked GSEA was performed using the GSEA software (62, 63) for each cell type using mouse ortholog Hallmark gene sets.

### Statistical analysis

Statistical analyses, including tests for normality of sample groups and comparative tests were performed with Prism 9 (GraphPad software). *P*-values were determined using unpaired Student’s t-test, Mann-Whitney U test and Wilcoxon test as indicated in the figure legends. All statistical tests are two-tailed.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GSE246498 (GEO).

## Ethics statement

The animal study was approved by IACUC of University of Massachusetts, Amherst. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

KH: Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing, Software, Validation, Visualization. DR: Formal analysis, Investigation, Writing – review & editing. IT: Formal analysis, Investigation, Visualization, Writing – review & editing. AL: Investigation, Visualization, Writing – review & editing. LP: Investigation, Writing – review & editing, Conceptualization, Data curation, Formal analysis, Funding acquisition, Methodology, Project administration, Supervision. EP: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Supervision, Validation, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

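The 2 experiments held 4 libraries of mouse cells from B16 tumors collected on day 8, after 4 days of dox: CD45-positive cells and T cells, each sorted into a ZsG-negative and a ZsG-positive library. There was 1 library per condition and no replicate, so no value describes the spread between mice. The flow cytometry and culture experiments of the paper were not used here.

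The deposited matrices hold UMI counts per gene and cell barcode. According to the methods and the file headers, the authors aligned the reads to mm10 with Cell Ranger, kept the barcodes called as cells and combined both libraries of an experiment with the aggr command. The methods name version 6.1.2, which the header of the T cell matrix also names, while the header of the CD45 matrix names 7.0.0. Whether aggr evened out depth between libraries is not given in the sources used here. The values are whole numbers. The matrices list 32285 (CD45) and 31053 (T cell) genes. The suffix of each barcode gave its library. For the T cell sort the order of the libraries in a file name contradicts their order among the library names, and the order that matched the cell numbers printed in Figure 4A was used. Gene positions come from GENCODE vM21 on GRCm38.

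Cells were filtered by the limits in the paper's methods: in the CD45 sort 1000 to 6000 genes and less than 10% mitochondrial UMIs, and in the T cell sort at least 50 and fewer than 6000 genes, less than 15% mitochondrial UMIs and at least 0.055% UMIs from the CD3 genes. Genes seen in at least 3 cells were kept. Cells were log-normalized and clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 20 principal components, resolution 0.8 for the CD45 sort, 0.5 for monocyte/macrophage-like cells and 1.2 for T cells). The genes the paper names and the 15 monocyte and 17 macrophage signature genes were left out of the variable genes when monocyte/macrophage-like cells were clustered. Doublets were called with Scrublet as run by scanpy 1.11.5 in each library, with an expected rate of 5%, and were kept in the values given.

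A cluster took the class with the highest marker score if at least 3 and at least 50% of the class's markers were raised (in 10% of the cluster's cells and 1.2 times the level in the other cells), the score passed 0.3, no other class had more markers among the cluster's top 10 genes, and *Cd4* and *Cd8a* fitted the name. The markers were fixed, but the rule went through 3 versions after clusters had been seen, and limits of 40% and 60% were added as alternatives for that reason. The ProjecTILs, Hallmark and gene ontology sets were not used here. In their place, 15 gene lists were used: the S and G2M phase lists of Seurat and 13 lists picked by hand (cytosolic ribosome, nuclear oxidative phosphorylation, mitochondrially encoded, mitochondrial ribosome, proteasome, glycolysis, Myc target, mTORC1, interferon alpha/beta, interferon gamma, TCR signaling, TGF-beta, TNF/NF-kB with immediate early genes). *Aldoa* sits in both the glycolysis and mTORC1 lists and *Junb* in both the TGF-beta and TNF/NF-kB lists. Tumor transcripts were counted with 15 melanocyte genes. The lists, the markers, the comparisons and most alternatives were set before the data were examined.

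UMIs were summed over the cells of a library and scaled to CPM with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Sums have exact Poisson, shares of cells exact binomial (Clopper-Pearson) and ratios exact conditional 95% intervals, all for counting error only. Ratios of genes in lists had 0.5 added to each sum and used genes with at least 20 UMIs over both libraries. A list's median log2 ratio was set beside 10000 random lists matched on mean expression, and its range came from 1000 resampled counts. The genes named from the comparison of all T cells were the 5 largest rises and falls. They were ranked among genes with at least 100 UMIs over both libraries and a UMI in at least 5% of the cells of a library. T cell receptor V, D and J segments were left out. For shares of cells with a UMI, cells were thinned to 2000 (T cells) or 3000 (monocyte/macrophage-like cells) UMIs, and cells below that depth were left out. Figures were drawn with matplotlib 3.10.9.

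The gene-wise steps were tested on simulated data for the T cell comparison, with 10390 genes of which 200 were changed. Each planted change was a doubling or a halving (recovered median log2 ratios 1.00 and -0.996). The direction was right for 99.0% of the 192 changed genes that passed the UMI minimum, and for 100% of the 130 with at least 100 UMIs. Of 20 unchanged lists, 19 lay in the middle 95% of random lists. Counts were drawn gene by gene with counting error only, without spread between cells or libraries and without genes that move together. The simulation thus does not test smaller changes or lists of genes that are regulated together. Thinning kept 96.8% of 1574 genes within 20% of their expected sum.

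Alternatives tried were 10 principal components, lower resolutions, a mitochondrial limit of 5%, no filter, no CD3 limit, at least 500 genes, Scrublet's calls removed, TMM factors from edgeR 4.0.16, totals without mitochondrial and ribosomal protein genes, means of log-normalized values, subsets weighted equally, thinning, at least 100 UMIs, classes from the highest marker score or from *Foxp3* UMIs, and, added after the data were seen, removal of the top 5% of doublet scores, other marker limits, 5 pigment genes only, and leaving out or renaming mixed clusters or the subsets with the most *Cx3cr1* or *Arg1*.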

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

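Of the tests given here, those of free tumor RNA across cell classes and of tumor RNA carried into ZsG-positive cells were planned, and those on pigment genes in T cell-like cells, doublets with tumor cells (whose setting was planned, but not this use of it), the mix of monocyte/macrophage subsets, swapped labels, free pDC RNA, mitochondrial limits, other non-T cells and clusters of other lineages were chosen only after the result was seen.

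The pDC-like share moved in opposite directions in the 2 sorts, which drew attention to it. Among the cells of the T cell sort that passed the limits on genes and mitochondrial UMIs, pDC-like cells rose from 9.49% (90 cells) to 22.8% (428 cells), a log2 ratio of 1.26 (0.93 to 1.61), against the fall in the CD45 sort. Swapped labels of the T cell libraries would turn the T cell subsets against those of the CD45 sort. But CD8-Tex-like cells had a log2 ratio of 0.96 (0.53 to 1.39) and naive-like cells -1.38 (-1.90 to -0.88). This was the direction of the CD45 sort without clusters of other lineages (1.09, 0.75 to 1.42, and -2.86, -5.15 to -1.30). Over all T cell-like cells of the CD45 sort, CD8-Tex-like cells were at 0.32 (-0.02 to 0.65), which includes no change. Naive-like cells were at -3.63 (-5.92 to -2.07) there. Treg-like cells were at -0.74 (-2.23 to 0.45) there, against 1.65 in the T cell sort, so not every subset speaks against a swap. Myeloid classes depend on the cells counted: monocyte/macrophage-like cells were at 0.62 among all these cells, as in the CD45 sort, and at -0.38 (-0.73 to -0.02) among those the CD3 limit removed, against it. Free pDC RNA would spread *Siglech*, which was in 99.8% of the pDC-like cells and in at most 3.64% of the cells of any NK-like or T-like cluster. Different mitochondrial limits do not account for it: at the 15% limit of the T cell sort, cells with at least 3 *Siglech* UMIs had a log2 ratio of -2.63 (-3.20 to -2.10) in the CD45 sort and 1.37 (1.08 to 1.66) in the T cell sort, and at 5% the ratios were -1.07 and 2.35. More non-T cells of every kind in the ZsG-positive library would raise all non-T classes alike, but NK cell/ILC-like cells were at -0.25 (-1.07 to 0.60) and melanocyte-like cells at -3.05 (-4.62 to -1.73). A larger non-T share of uneven makeup stays open as a source of the rise in the T cell sort, since the CD3 limit removed 30.5% and 58.5% of the cells, and among the removed cells the pDC-like log2 ratio was 0.31 (-0.03 to 0.65), and 0.44 (0.17 to 0.73) with the unnamed clusters that held *Siglech*. The sorts also differed in the surface markers used and in where the ZsG gates lay, and neither was tested. The difference between the sorts was itself not tested, since each had 1 library per gate.

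pDC-like cells were 38.5% (35.6 to 41.4) of the ZsG-positive cells, and 31.1% (25.8 to 36.8) of the ZsG-negative cells, that the CD3 limit removed from the T cell sort. The paper does not analyse these removed cells, which is why they were looked at. Clusters without a name that also held *Siglech* (in 83.8% and 100% of their cells) were wholly removed by the limit. No biological explanation was tested.

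Treg-like cells fell within the T cell-like cells of the CD45 sort and rose in the T cell sort, a difference between groups. They were 71 of 1537 (4.62%) and 6 of 217 (2.76%) in the CD45 sort, a log2 ratio of -0.74 (-2.23 to 0.45). Without the clusters led by macrophage or NK genes, 1376 of the 1537 ZsG-negative and 114 of the 217 ZsG-positive T cell-like cells were left, and the ratio was 0.029 (-1.47 to 1.22). The interval includes no change and ends below the 1.65 (1.04 to 2.31) of the T cell sort, although the 2 intervals overlap. Whether these clusters account for the difference stays open, because the ratio rests on 6 cells. The difference between the sorts has no test with replicates, since each had 1 library per gate.

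Melanocyte-like cells, which the paper does not report for the T cell sort, were 2.64% (1.71 to 3.87) of its ZsG-negative cells (25 cells) and 0.319% (0.117 to 0.694) of its ZsG-positive cells (6 cells), and the CD3 limit removed 24 and 5 of them. They were led by *Dct*, *Mlana* and *Tyrp1*, and a single cell held 61.0% of the melanocyte UMIs in the ZsG-negative group. No explanation, technical or biological, was tested for their presence.

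Melanocyte transcripts in ZsG-positive monocyte/macrophage-like cells of the CD45 sort, a signal the paper did not analyse, stood at 46.2 CPM (44.2 to 48.3) for the list of 15 genes against 8.30 (5.00 to 13.0) in ZsG-negative cells, a log2 ratio of 2.48 (1.83 to 3.21). The most abundant genes were *Syngr1* (16.0 CPM), *Dct* (8.90) and *Pmel* (5.43). Of the 15 genes, *Slc24a5* and *Syngr1* also gave 163 and 68 UMIs in ZsG-negative NK cell/ILC-like cells, so the 5 pigment genes were counted alone, at 22.2 CPM against 0.87 (0.11 to 3.16, 2 UMIs). Free tumor RNA would give all classes of a library like levels, and T cell-like cells of the ZsG-positive library had 16.0 (11.7 to 21.4) for the list and 2.44 (0.98 to 5.02) for the pigment genes, so it does not account for the whole level. A smaller part stays open, since the pigment genes also rose in T cell-like cells (from 0.44 CPM, a log2 ratio of 2.46) and NK cell/ILC-like cells (0.32 and 5.58 CPM, 5 and 3 UMIs). Doublets with tumor cells do not account for the whole rise of the list, since 1.69 (1.04 to 2.42) was left without cells of 3 or more list UMIs. But *Syngr1* gave 682 ZsG-positive and 0 ZsG-negative UMIs before that cut, and its part of what was left is not known. The cut was not run on the 5 pigment genes, so doublets stay open as their source. The mix of subsets stays open: within the 2 monocyte subsets the ratio was 0.65 (-0.97 to 2.97) in subset 1, from 3 ZsG-negative UMIs, and -0.30 (-5.74 to 2.51) in subset 4, from 10 and 1 UMIs, so neither shows a rise beyond its interval. Tumor RNA carried along with ZsG would give a rise in both sorts, which was not met in every class. In monocyte/macrophage-like cells of the T cell sort, which had 67.9 and 73.1 CPM, the ratio was 0.11 (-0.22 to 0.44). In T cell-like cells of the CD45 sort the list was at -0.09 (-0.57 to 0.36), although the pigment genes rose there. Kept T cells of the T cell sort did rise, at 0.67 (0.33 to 1.02). Because the classes disagree, this explanation also stays open. Engulfed tumor cells were not told apart from transfer by any test.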

How the results depend on the processing

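Marker limits of 40% and 60%, removal of the top 5% of doublet scores, the 5 pigment genes, the monocyte side without subset 4, the macrophage side without subset 2 and the settings that leave out or rename mixed clusters were chosen only after the result was seen, and the others were planned. No paired analysis was possible because the labels give each group a single library with the same replicate number, 1. No difference has a replicate check. A value is called moved when it left the counting interval of the value reported, and the cause was not tested unless one is given.

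Scrublet was not run as an alternative for the CD45 sort, where it called no cell, and its 14 calls in the T cell sort, 0.495% of cells, were removed as an alternative although that is just under 0.5%. The S phase list in Treg-like cells has no value with at least 100 UMIs per gene, which left too few genes. Of the alternatives, 59 of 66 left T cell subset ratios within their interval and 0 reversed them, as did 56 of 71 for CD45 ratios (0 reversed), 110 of 142 for CD45 shares, 90 of 132 for T cell shares, 16 of 27 for monocyte/macrophage subsets, 2 of 26 for genes of the monocyte and macrophage sides (2 reversed), 3 of 5 for *Cx3cr1*, 6 of 9 for Treg genes, 17 of 22 for tumor transcripts, 13 of 25 for T cells of the CD45 sort, 58 of 120 for gene lists in all T cells (2 reversed) and 181 of 224 for lists within subsets (8 reversed). The 0 given for T cell subset ratios leaves out a change of sign in the clusters without a name. Their log2 ratio was -0.24 (-0.54 to 0.06) as reported, which includes no change, and 1.40 (0.74 to 2.09) with 10 principal components. Depth limits *Tbx21* and other genes of few UMIs, and the 28 ZsG-negative Treg-like cells limit the lists within them.

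The cell filters changed the cells kept by their construction, to 5437 and 5168 with no filter and 948 and 1879 with no CD3 limit. A mitochondrial limit of 5% kept 3283 and 3703 cells of the CD45 sort and gave log2 ratios of 3.52 for monocyte/macrophage-like cells, -4.83 for NK cell/ILC-like cells, 3.24 for myeloid and -3.71 for lymphoid classes, with 93.1% myeloid ZsG-positive and 90.2% lymphoid ZsG-negative cells. The pDC-like ratio was -0.0077 in place of -3.00, with 41 and 46 cells in the class after new clustering and naming, while cells with at least 3 *Siglech* UMIs were at -1.07 under this limit.

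With 10 principal components, the CD45 ratios were 2.01 for DC2-like, -2.17 for T cell-like, -4.01 for pDC-like, 2.20 for all conventional DC-like cells and -3.12 for lymphoid classes, and the myeloid share of ZsG-positive cells was 89.9%. The marker limit of 40% gave 3.65 for monocyte/macrophage-like cells. The limit of 60% gave 5.74 for them, 3.35 for myeloid classes and a myeloid share of 83.5%, by its construction, as clusters lost their names. The subset with the most *Cx3cr1* held 67.1% of ZsG-negative monocyte/macrophage-like cells with the named genes kept among the variable genes and 80% without the top 5% of doublet scores. Leaving that subset out of the monocyte side reversed *H2-DMa* on the macrophage side over the monocyte side (-0.14), and leaving subset 2 out of the macrophage side reversed *Vegfa* (-0.81). The melanocyte list in monocyte/macrophage-like cells was at 1.69 without cells of 3 or more list UMIs, and with 5 pigment genes the ratios were 4.66 there, 2.46 in T cell-like cells of the CD45 sort and 1.17 in kept T cells. Among T cell-like cells of the CD45 sort without clusters of other lineages, the CD8-Tex-like ratio was 1.09 and the interferon alpha/beta median -0.66.

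Scaling moved the lists in all T cells, and the median of all 10405 genes was 0.07 as reported, 0.00 with TMM factors, -0.01 with totals without mitochondrial and ribosomal protein genes and -0.04 with subsets weighted equally, a shift of over 0.1 that is over the 3066 genes this setting could test. TMM factors gave ribosome -0.17, oxidative phosphorylation 0.16, glycolysis 0.37, Myc 0.27 and interferon alpha/beta -0.61, and within subsets ribosome 0.13 and oxidative phosphorylation 0.073 in CD8-EM-like and 0.31 and 0.44 in Treg-like cells. Totals without mitochondrial and ribosomal protein genes gave ribosome -0.18, oxidative phosphorylation 0.15, glycolysis 0.37, Myc 0.26 and interferon alpha/beta -0.62. Means of log-normalized values, on another scale, gave oxidative phosphorylation 0.13, glycolysis 0.38, S phase 0.060, G2M phase 0.036, Myc 0.087, mTORC1 0.052, interferon alpha/beta -0.10, interferon gamma -0.019 and TGF-beta -0.025. Weighting subsets equally used the 5 named T cell subsets and left out the clusters without a name, the cycling cluster among them, and the macrophage-led cluster. Subsets weighted equally reversed the ribosome (0.073) and S phase (-0.015) and gave oxidative phosphorylation 0.10, glycolysis 0.36, G2M phase 0.046, Myc 0.11, mTORC1 0.086, interferon alpha/beta -0.26 and interferon gamma -0.042. Thinning to 2000 UMIs gave ribosome -0.087, oxidative phosphorylation 0.19, glycolysis 0.57, Myc 0.24 and interferon alpha/beta -0.27, and in Treg-like cells *Ikzf2* 0.028 and *Tbx21* -1.79. Without the macrophage-led cluster, ribosome was -0.072, S phase 0.63, G2M phase 0.71, Myc 0.40, interferon alpha/beta -0.66 and interferon gamma -0.22.

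Within subsets, removal of the top 5% of doublet scores reversed 4 lists in Treg-like cells, ribosome (-0.063), S phase (-0.16), G2M phase (-0.15) and Myc (-0.14), and gave oxidative phosphorylation 0.10, interferon alpha/beta -0.40 and TGF-beta 0.33 there. Only lists outside the middle 95% of random lists as reported count as reversed, and mTORC1 (-0.055), interferon gamma (0.074) and TCR signaling (0.024) also changed sign. The same removal gave ribosome 0.028, glycolysis -0.18, interferon alpha/beta -0.35 and interferon gamma -0.025 in CD8-Tex-like cells. Resolution 0.8 reversed interferon alpha/beta in CD8-EM-like cells (0.057) and G2M phase in Treg-like cells (-0.20), and gave Myc 0.084 in CD8-Tex-like cells, ribosome 0.045 and oxidative phosphorylation 0.078 in CD8-EM-like cells, and ribosome 0.088, oxidative phosphorylation 0.11, glycolysis 0.58, S phase 0.16 and interferon alpha/beta -0.58 in Treg-like cells. Removal of Scrublet's calls reversed interferon alpha/beta in CD8-EM-like cells (0.043) and gave ribosome 0.049 and oxidative phosphorylation 0.081 there, and Myc 0.23 and interferon gamma -0.044 in CD8-Tex-like cells. A minimum of 100 UMIs reversed G2M phase in Treg-like cells (-0.15).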

Differences from the paper's values

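No test of a cause is reported in this part. Naive-like cells were 16.4% of the ZsG-negative and 6.28% of the ZsG-positive kept cells here, against the paper's about 32% and about 18% in Fig. 4A, read by eye. The denominators differ, since 659 and 780 cells were kept here and the paper states 1390 in all. Of the alternatives set before the data were examined, 10 principal components (38.7% and 20.1%) and the highest marker score (27.0% and 12.3%) came within the limit used for both values, while resolution 0.8 (15.8% and 6.15%), at least 500 genes (15.7% and 5.92%) and removal of Scrublet's calls (12.5% and 4.67%) did not.

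The paper names CD8-Tpex and CD8-EA cells, and no cluster here took either name in the values reported. The highest marker score named both (CD8-Tpex-like 1.95-fold, CD8-EA-like log2 ratio -0.47), as did removal of Scrublet's calls (1.65-fold and -1.03). Removal of the top 5% of doublet scores, chosen after seeing the values, also named CD8-Tpex-like cells (1.74-fold).

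The paper places 10 of the genes tested with its monocyte clusters, and here 5 were higher on the monocyte side and 5, *Nos2* and the MHC class II genes *H2-Aa*, *Cd74*, *H2-DMa* and *H2-DMb1*, on the macrophage side. The monocyte side here includes the subset with the most *Cx3cr1*, while the paper's statement leaves such a cluster out. Without that subset, a comparison added after the values were seen, 6 were higher on the monocyte side and 4 on the macrophage side, since *H2-DMa* turned. For the macrophage genes, *Trem2* and *Arg1* were higher on the macrophage side in every comparison. *Trem2* is in the macrophage score that set the sides, so its direction is no independent check, while *Arg1* is not in it. *Vegfa* was higher only through subset 2: without it, *Vegfa* turned to -0.81 (-1.06 to -0.56), and without the *Cx3cr1* subset it was at 0.08 (-0.14 to 0.30).

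The paper states that growth pathways were the most enriched in Tregs, CD8-Tex and CD8-EM cells. Here 5 of 6 such lists stood above the middle 95% of random lists in Treg-like cells, 2 of 6 in CD8-EM-like cells and 0 of 6 in CD8-Tex-like cells, with other lists and another method than the paper's. In CD8-Tex-like cells of the CD45 sort, glycolysis (0.19) and G2M phase (0.23) stood above that range. The paper places cytosolic ribosome lowest by enrichment of terms among changed genes, which is another measure than a median log2 ratio. Here the ribosome median of -0.10 lay above that of interferon alpha/beta, -0.55, and both were lower than all 10000 random lists. The order of these medians does not contradict the paper's ranking. The paper states that TGF-beta signaling fell, and here its median was 0.02 in Treg-like cells, while it was -0.22 in CD8-Tex-like cells and -0.12 in CD8-EM-like cells.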

Other observations

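Of the tests given here, those of subset mix and depth for the ribosome genes were planned, and that of doublets in the macrophage-led cluster was chosen only after the result was seen.

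The lower cytosolic ribosome median in ZsG-positive T cells had planned tests of a technical source. A difference in depth per cell does not account for it, since the median was -0.087 (quartiles -0.16 and -0.03) with every cell at 2000 UMIs. A different mix of T cell subsets may account for it, since with the named subsets weighted equally the median was 0.073. That setting also left out the clusters without a name and the macrophage-led cluster. No replicate library separates this from other differences between the gates.

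The macrophage-led cluster among the kept T cells may hold doublets of a T cell and a macrophage. Of its 69 cells, 68.1% (55.8 to 78.8) had doublet scores in the top 5% and their median was 17263 UMIs, against 2.34% and 5957 in the other clusters. Scrublet itself called 9 of them. T cells that had taken up macrophage RNA in the tissue were not tested.

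The T cell-like cells of the CD45 sort gave a further pair of libraries for the gene lists. The cytosolic ribosome median was -0.10 there (-0.11 to -0.09) and lower than all 10000 random lists. Other medians were glycolysis 0.33, G2M phase 0.40, mTORC1 0.34, TNF/NF-kB 0.23, interferon alpha/beta -0.11, interferon gamma -0.08, TCR signaling -0.16 and TGF-beta -0.02. Without the clusters named for other lineages, interferon alpha/beta was at -0.66, TGF-beta at -0.26 and TNF/NF-kB at 0.11. Scalings other than total UMIs were not run for these cells. Within their CD8-Tex-like cells, ribosome was at -0.04, interferon alpha/beta at 0.03, glycolysis at 0.19 (13 of 14 genes up) and G2M phase at 0.23 (45 of 54 up). CD8-EM-like cells fell from 215 to 12 cells (log2 ratio -1.34, -2.31 to -0.50), but without the clusters named for other lineages the ratio was -0.57 (-1.54 to 0.26), which includes no change.

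Melanocyte-list levels in kept T cells were 20.3 CPM (16.5 to 24.7) in ZsG-negative and 32.4 (28.5 to 36.7) in ZsG-positive cells, a log2 ratio of 0.67 (0.33 to 1.02). In CD8-Tex-like cells they were 15.8 and 39.4, with 29.1% of the ZsG-positive UMIs in a single cell, and in Treg-like cells 18.7 (3 UMIs) and 15.8. In T cell-like cells of the CD45 sort the ratio was -0.09 (-0.57 to 0.36). In Treg-like cells, *Havcr2* had 2 and 41 UMIs, a log2 ratio of 2.24 with an interval of 0.29 to 5.33.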
